# Coordinated regulation of *Arabidopsis* microRNA biogenesis and red light signaling through Dicer-like 1 and phytochrome-interacting factor 4

**DOI:** 10.1371/journal.pgen.1007247

**Published:** 2018-03-09

**Authors:** Zhenfei Sun, Min Li, Ying Zhou, Tongtong Guo, Yin Liu, Hui Zhang, Yuda Fang

## Abstract

Light and microRNAs (miRNAs) are key external and internal signals for plant development, respectively. However, the relationship between the light signaling and miRNA biogenesis pathways remains unknown. Here we found that miRNA processer proteins DCL1 and HYL1 interact with a basic helix-loop-helix (bHLH) transcription factor, phytochrome-interacting factor 4 (PIF4), which mediates the destabilization of DCL1 during dark-to-red-light transition. PIF4 acts as a transcription factor for some miRNA genes and is necessary for the proper accumulation of miRNAs. DCL1, HYL1, and mature miRNAs play roles in the regulation of plant hypocotyl growth. These results uncovered a previously unknown crosstalk between miRNA biogenesis and red light signaling through the PIF4-dependent regulation of miRNA transcription and processing to affect red-light-directed plant photomorphogenesis.

## Author summary

External light and internal miRNAs are important for plant development. This study revealed that the miRNA-processing enzyme DCL1 interacts with the red-light-regulated transcription factor PIF4, which modulates the stability of DCL1 during dark-to-red-light or red-light-to-dark transitions and acts as a transcription factor for some miRNA genes. This study revealed that DCL1 and mature miRNAs play roles in the red light signaling pathway to regulate plant photomorphogenesis. These results shed light on the crosstalk between miRNA and red light signaling pathways.

## Introduction

Light is one of the most important environmental factors to regulate multiple growth and developmental processes of plants, including germination, de-etiolation, phototropism, flowering, leaf and stem growth, circadian clock adjustment, stomatal opening, chloroplast relocation, and anthocyanin synthesis [1,2]. Plants utilize at least four distinct families of photoreceptors, including phytochromes, cryptochromes, phototropins, and the ultraviolet B photoreceptor, to perceive light signals [3,4]. Phytochromes (phys) are primarily responsible for detecting red and far-red light. The *Arabidopsis* genome encodes five phys, phyA to E [3]. Of these, phyA and phyB have the most prominent functions: phyA is responsible for perceiving far-red (FRc) light, and phyB for continuous monochromatic-red (Rc) light [5]. Members of the basic helix-loop-helix (bHLH) family of transcription factors play a central role in phytochrome-mediated signal transduction. Among bHLH factors, phytochrome-interacting factor 4 (PIF4) acts as a negative regulator in the phyB signaling pathway by selectively binding to the biologically active Pfr form of phyB and regulating a subset of downstream genes [6]. It also acts as a mediator in the auxin-signaling pathway at high temperature, playing a key role in modulating developmental responses to both light and temperature [7]. In addition, PIF4 integrates the brassinosteroid (BR) and light signals by interacting with BZR1 and binding to nearly two thousand common target genes, and synergistically regulating many of these target genes [8]. Recently, it has been reported that PIF4 interacts with cryptochrome 1(CRY1) to regulate high temperature-mediated hypocotyl elongation under blue light [9].

The 20–22 nt-long miRNAs are essential regulators for many biological processes in almost all eukaryotes [10]. MiRNAs are processed from long stem-loop primary transcripts (pri-miRNAs), which are transcribed by DNA-dependent RNA polymeraseII [11]. In animals, the pri-miRNAs are first cropped in the nucleus by the RNAse-III-like endonuclease Drosha and its partner DGCR8, a double-stranded RNA (dsRNA) binding (dsRBD) protein, to release the foldback precursor miRNAs (pre-miRNAs). After exportin-5-mediated export to the cytoplasm, the pre-miRNAs are cut into the miRNA/miRNA* duplexes by the Drosha homolog Dicer with the assistance of TAR RNA-binding protein 2 (TRBP) [12,13]. In plants, however, the two processing steps are completed in the nucleus by a single RNase-III enzyme, DICER-LIKE1 (DCL1) [14,15]. Other proteins involved include the dsRBD protein, HYPONASTIC LEAVES1 (HYL1) [16], and the zinc finger domain protein, serrate (SE) [17,18]. In addition, several transcription factors including CDF2, CDC5, MeCP2, and NOT2 facilitate miRNA processing [19–22]. Recently, the regulatory mechanism of miRNA processor stability has been partially revealed. In plants, HYL1 is modulated by the light signaling factor COP1, and destabilized by an unidentified protease [23]. In animals, Dicer is degraded through autophagy [24].

In this study, we show that DCL1 interacts with PIF4 which integrates miRNA biogenesis and red light signaling by regulating the transcription of a group of miRNA genes and the stability of DCL1 during dark-to-red-light or red-light-to-dark transitions. Our results also revealed a previously unknown role for the miRNA processing enzyme DCL1 in red light signaling.

## Results

### DCL1 interacts with PIF4

To study the function of DCL1, we performed yeast two-hybrid screens to identify proteins that interact with the two C-terminal DsRBDs of DCL1 (DCL1-RBD) which are important for protein–protein interaction [25]. In addition to the transcription factor CDF2 [21], we obtained another transcription factor, PIF4. We then examined the interactions between PIF4 and full-length DCL1 or HYL1 by yeast two-hybrid assays. Our results show that PIF4 can interact with DCL1 and HYL1, the essential components in miRNA processing (Fig 1A).

**Fig 1:**
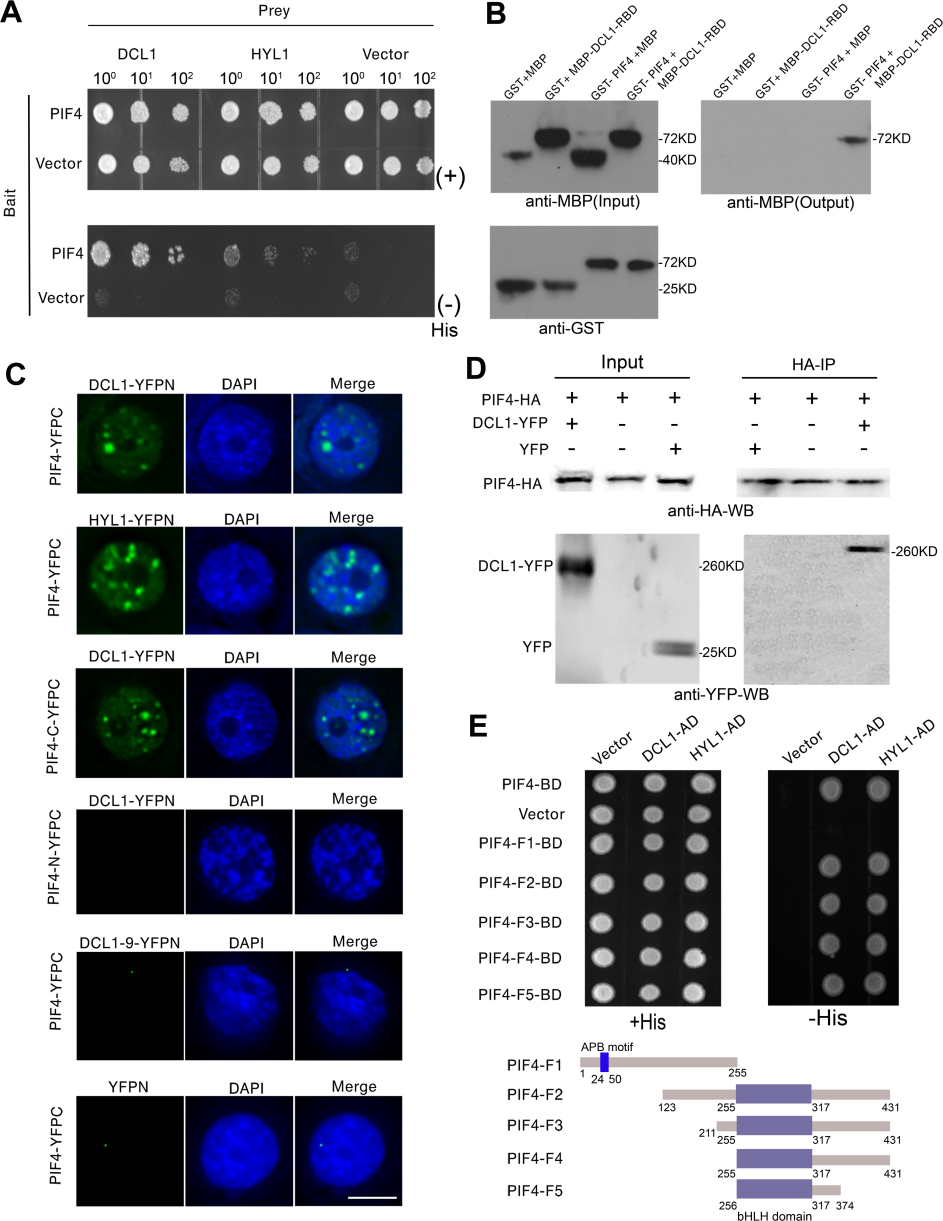
DCL1 interacts with PIF4. **(A)** Yeast two-hybrid assays show the interactions between PIF4 and DCL1, or PIF4 and HYL1. Co-transformed yeast colonies were spotted on the selective SC medium minus Trp and Leu, then grown on SC medium minus His, Trp, and Leu supplemented with 5mM 3-amino-1, 2, 4-triazole (3-AT). **(B)** MBP pull-down assay shows the interaction between PIF4 and the double strand RNA binding domains (RBD) of DCL1. *In vitro* pull-down assay using *E*. *coli*–expressed MBP, MBP-DCL1-RBD, GST and GST-PIF4. GST- PIF4 was incubated with MBP-DCL1-RBD bound to amylose resin. The upper panel (input): an anti-GST antibody was used to detect GST or GST- PIF4. The bottom panel (pull-down): an anti-MBP antibody was used to detect MBP-DCL1-RBD. **(C)** BiFC assays show the interaction between PIF4 or the C-terminal fragment of PIF4 (PIF4-C) and DCL1or HYL1 in tobacco epidermal cells. No interactions were detected between PIF4 and YFP, PIF4 and DCL1-9, or the N-terminal fragment of PIF4 (PIF4-N) and DCL1. (Scale bar = 10 μm). **(D)** Co-IP assay shows the interaction between PIF4 and DCL1. *Arabidopsis* plants were transformed with *pPIF4*::*PIF4-HA* and *pDCL1*::*DCL1-YFP*. The extracts from 4-day-old seedlings were incubated with anti-HA–conjugated agarose. The pellet was analyzed by immunoblotting with anti-HA and anti-GFP antibodies. **(E)** Yeast two-hybrid assays show that the C-terminal fragments of PIF4 interact with DCL1-RBD. Diagrams of the PIF4 fragments (F1-F4) and domains within F1-F4 are shown at the bottom panel: F1, aa 1–255; F2, aa 123–431; F3, aa 211–431; F4, aa 255–431; F5, aa 256–374; APB, active phytochrome binding motif; bHLH domain, basic helix-loop-helix domain.

We confirmed the interaction between DCL1-RBD and PIF4 by MBP pull-down assays. The fusion proteins MBP-DCL1-RBD and GST-PIF4 were expressed in *E*. *coli* and purified with amylose resin and glutathione sepharose beads, respectively. We incubated GST-PIF4 with the MBP-DCL1-RBD captured by amylose resin beads (Fig 1B). Parallel assays were performed using GST and MBP proteins as negative controls (Fig 1B). The results indicated that MBP-DCL1-RBD can interact with GST-PIF4, whereas no interaction was observed in the negative controls (Fig 1B).

To verify the interaction between DCL1 and PIF4 *in vivo*, we performed the bimolecular fluorescence complementation (BiFC) assay. We fused DCL1 to the N-terminal fragment of yellow fluorescent protein, YFP (YFPN), and PIF4 to the C-terminal fragment of YFP (YFPC). The fusion pairs were transiently co-transformed into tobacco leaf epidermal cells by *Agrobacterium*-mediated infiltrations. Strong BiFC signals were detected in nuclear bodies for DCL1 and PIF4, HYL1 and PIF4, and DCL1 and the C-terminal fragment of PIF4 (PIF4-C) (Fig 1C). In contrast, we did not observe any BiFC signals between the N-terminal fragment of PIF4 (PIF4-N) and DCL1, PIF4 and YFP, or PIF4 and DCL1-9, a C-terminal DsRBD-truncated form of DCL1 from 1733aa-1911aa [26].

We performed coimmunoprecipitation (Co-IP) experiments to further confirm the interaction *in vivo*. We extracted total proteins from the 4-day-old seedlings of *Arabidopsis* plants transformed with *pPIF4*::*PIF4*-HA and *pDCL1*::*DCL1*-YFP [21](S1 Fig), and we extracted the proteins from plants co-expressing *pPIF4*::*PIF4*-HA and *p35S*::*YFP* as a negative control. We incubated the extracted proteins with HA-conjugated agarose beads to immunoprecipitate DCL1. We separated DCL1-containing complexes using SDS-PAGE and immunoblotted them with anti-GFP and anti-HA antibodies. Fig 1D shows the physical interaction between PIF4 and DCL1.

PIF4 has an N-terminal active phytochrome binding(APB) motif [27] and a C-terminal bHLH domain [28]. We mapped the region of PIF4 that interacts with DCL1 by yeast two-hybrid assays. We found that the C-terminal region of PIF4 interacts with DCL1 as strongly as the full-length PIF4 (Fig 1E), and this was consistent with the BiFC results (Fig 1C). The transcriptional activation activity of the C-terminal region of PIF4 is shown in S2 Fig.

### PIF4 promotes the accumulation of DCL1 during red-light-to-dark transition

PIF4 is regulated by red light [17,18], and the accumulation level of PIF4 protein decreases during the transition from darkness to red light (Fig 2A, S3A Fig, S4A Fig). We examined whether the accumulation level of DCL1 changes during red-light-to-dark and dark-to-red-light transitions. Four-day-old wild-type (WT) seedlings were grown in continuous red light or darkness and then transferred to the opposite light condition for 3 and 5 h. Western blots of the protein extracts from these seedlings revealed that the DCL1 protein level decreases during dark-to-red-light transition (Fig 2B, S3B Fig, S4B Fig), and increases during red-light-to-dark transition at 3 and 5 h (Fig 2B, S3B Fig, S4B Fig).

**Fig 2:**
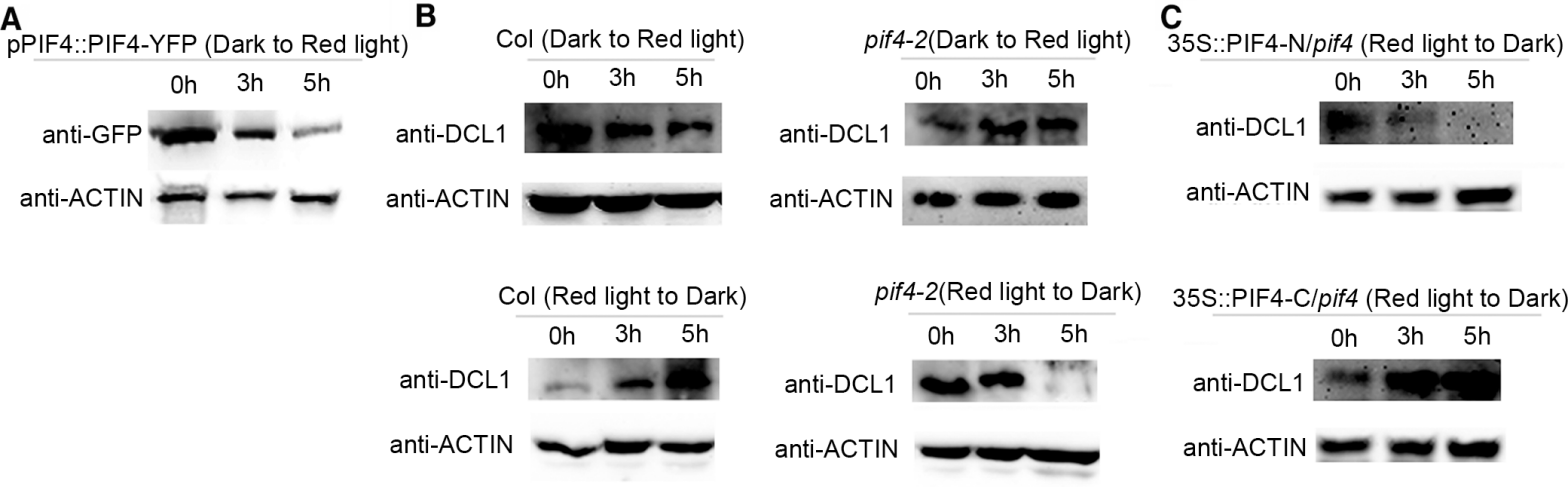
DCL1 is destabilized by PIF4 during dark to red light transition. **(A)** Anti-GFP western blots of *pPIF4*::*PIF4-YFP*/Col seedlings grown in continuous darkness for 4 d and then transferred to red light condition for 3 or 5 h. **(B)** Anti-DCL1 western blots of WT and *pif4-2* mutant seedlings grown in red light for 4 d followed by transferring to dark condition for 3 or 5 h (red light to dark), or grown in continuous darkness for 4 d followed by transferring to red light for 3 or 5 h (dark to red light). **(C)** Anti-DCL1 western blots of *p35S*::*PIF4-N*/*pif4-2*, *p35S*::*PIF4-C*/*pif4-2* seedlings grown in red light for 4 d and then transferred to dark condition for 3 and 5 h. All the western blots have been performed for three biological replicates.

To further address the stability of DCL1 protein *in vivo*, we generated *pDCL1*::*DCL1-YFP*/Col lines and the protein accumulation level of DCL1-YFP was monitored by Western blots using an anti-GFP antibody. We found that red light promotes the destabilization of DCL1 (S5 Fig).

We then compared DCL1 protein levels in WT seedlings and *pif4-2* mutant seedlings in response to red light for 3 and 5 h, and found that the DCL1 protein level gradually decreases in the *pif4-2* mutant during red-light-to-dark transition, but increases during dark-to-red-light transition at 3 and 5 h (Fig 2B, S3B Fig, S4B Fig). These results suggested that PIF4 promotes the destabilization of DCL1 during dark-to-red-light transition at 3 and 5 h.

As the C-terminal region of PIF4 interacts with DCL1 and has transcriptional activation activity, we examined the DCL1 levels in two transgenic lines expressing N-terminal (PIF4-N) or C-terminal (PIF4-C) protein fragment of PIF4 in the *pif4-2* mutant background (S1 Fig). The results show that DCL1 protein levels in *35S*::*PIF4-N*/*pif4-2* transgenic lines were similar to those in the *pif4-2* mutant (Fig 2B and 2C, S3B and S3C Fig, S4B and S4C Fig). In contrast, the DCL1 levels in *35S*::*PIF4-C*/*pif4-2* transgenic lines were similar to those in the WT seedlings (Fig 2B and 2C, S3B and S3C Fig, S4B and S4C Fig). These results indicated that the C-terminal fragment of PIF4 can rescue the DCL1 destabilization in the *pif4*-2 mutant during red-light-to-dark transition.

We then examined the accumulation level of HYL1 and tested the effect of PIF4 on HYL1 stability by comparing HYL1 levels in Col and *pif4* mutant backgrounds during red-light-to-dark or dark-to-red-light transitions. The results showed that the HYL1 protein level decreases during dark-to-red-light transition and increases during red-light-to-dark transition at 3 and 5 h in the WT seedlings (S6 Fig). In contrast, the HYL1 protein level increases during dark-to-red-light transition and decreases during red-light-to-dark transition at 3 and 5 h in the *pif4* mutant (S6 Fig), indicating that PIF4 promotes the destabilization of HYL1 during dark-to-red-light transition.

To elucidate whether the expressions of *DCL1* and *HYL1* were modulated at the mRNA level under red light, we tested the *DCL1* and *HYL1* transcript levels in WT and *pif4-2* seedlings by real time quantitative PCR (qRT-PCR). We found that the *DCL1* and *HYL1* transcript levels in *pif4-2* are similar to those of corresponding genes in WT under red light (S7A and S7B Fig), indicating that the accumulation levels of DCL1 and HYL1 proteins under red light is mainly regulated at the post-transcriptional level.

### DCL1 is degraded through a pathway independent of ubiquitin-proteasome

Since the ubiquitin-proteasome (UPS) and autophagy are two major proteolytic pathways for protein degradation in plants [29,30], we decided to test whether the instability of DCL1 protein is regulated by these two pathways. First, we applied several proteolysis inhibitors, including MG132 (a reversible proteasome inhibitor), MG115 (a proteasome-specific inhibitor), CLL (clasto-lactacystin b-lactone, a specific irreversible proteasome inhibitor in UPS), proteolysis inhibitors (PIs) (cocktail, a protease inhibitor mixture), PMSF (phenylmethylsulfonyl fluoride, a serine protease inhibitor) to examine whether proteolysis is responsible for DCL1 stability, using the solvent dimethyl sulfoxide (DMSO) as a negative control. We found that only the broad-spectrum PIs stabilize the DCL1 protein, whereas the proteasome-specific inhibitors MG132, MG115, and CLL have no stabilizing effect on the protein (Fig 3A). These data indicated that the destabilization of DCL1 is not driven by the UPS pathway.

**Fig 3:**
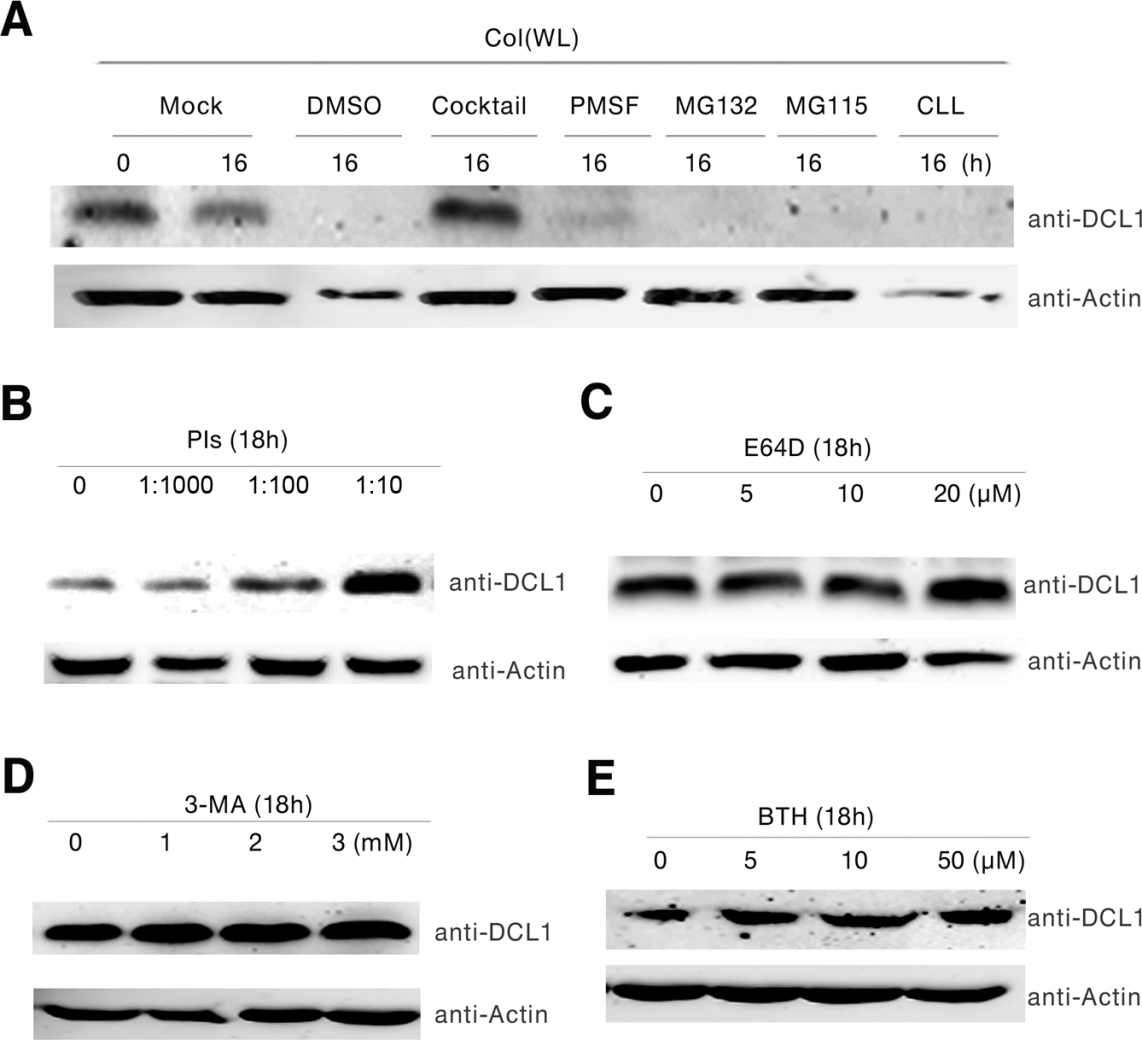
DCL1 is not degraded through ubiquitin proteasome pathway. **(A)** DCL1 protein levels in WT seedlings in the presence of different inhibitors. Extracts were treated with nothing (-), 2% DMSO (solvent for the inhibitors), 40 μM PIs, 4 mM PMSF, 40 μM MG132, MG115 or CLL. After 2 h of incubation at room temperature, the DCL1 levels were detected by western blots. ACTIN was used as a loading control. **(B)** Western blot analysis of seedlings incubated with PIs (1:1000, 1:100, and 1:10 dilutions). **(C)** Western blot analysis of seedlings incubated with E64D (0–20 mM). **(D)** Western blot analysis of seedlings incubated with 3-MA (0–2 mM). **(E)** Western blot analysis of seedlings incubated with BTH (0–50 mM). The levels of DCL1 were determined with an anti-DCL1 antibody. Equal loading of samples was determined by an anti-ACTIN antibody. All the western blots have been performed for three biological replicates.

To investigate whether the autophagic pathway regulates the proteolysis of DCL1, we treated 4-day-old WT seedlings for 18h with several protease inhibitors, including PIs and E64D (an irreversible cysteine protease inhibitor which can strongly inhibit autophagic degradation). As shown in Fig 3B and 3C, the prolonged treatments of these inhibitors at high concentrations could increase the DCL1 protein level. Given that the autophagic pathway is composed of three steps: autophagopore formation; substrate loading into the autophagosome; and transition of autophagosome into vacuoles for substrate degradation, we treated WT seedlings for 18 h with 3-MA, an inhibitor of type III phosphatidylinositol 3-kinases that blocks the formation of autophagosomes, or BTH, a salicylic acid analog that stimulates the formation of autophagosomes, to determine if these autophagic processes are involved in the control of DCL1 levels. We found only a mild change in the DCL1 protein levels under either of the 3-MA and BTH treatments (Fig 3D and 3E), suggesting that further studies are necessary to uncover if and how the DCL1 protein undergoes autophagy during dark to red light transition.

### PIF4 affects the accumulation of a group of miRNAs

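Small RNAs of WT seedlings kept in darkness for 4 days, and of such seedlings moved to red light for 2 h or 8 h, were sequenced, with 1 library per condition by the sample labels. The authors trimmed the adaptors, mapped the reads with Bowtie to the miRNA hairpins of miRBase version 15.0, and deposited the number of reads counted on each mature miRNA together with the total reads of the library. The table for 2 h sets a red light library of 12170817 total reads against a dark column of 14255001 total reads. The table for 8 h sets a red light library of 13310417 total reads against a dark column of 11860571 total reads. The sample labels list 1 dark sample, and the text of the paper does not say which of the 2 dark columns belongs to it. The deposited names of the dark columns add 2 h or 8 h, and what this time means is not stated. Each time point was therefore compared with the dark column of its own table. The tables of ratios list 182 miRNAs at 2 h and 186 miRNAs at 8 h, which are the names with at least 1 RPM (reads scaled to 1000000 total reads) in at least 1 of the libraries compared. At 2 h 28 names, and at 8 h 29 names, carried the same counts as another name, a few of them as a name of a different family. The change of a miRNA was taken as the log2 ratio of RPM, red light over dark, with the exact 95% interval of the ratio of 2 Poisson counts. Whether the dark columns come from 1 library or from 2 is not stated, and red light has 1 library at each time point, so that no test between conditions was made, and the intervals cover counting error only. A single read was worth between 0.0702 and 0.0843 RPM in these columns, and a count of 0 allows up to 3 reads.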

As red light modulates DCL1 stability, we applied high-throughput sequencing using WT seedlings grown in dark for 4 days and then exposed to continuous red light for 2 h and 8 h to determine the global effects of red light on miRNA accumulation. The sequencing data for all known miRNAs were subjected to hierarchical clustering in an unsupervised manner [31] to analyze the expression of 2-fold differential miRNAs among plants held under red light for 2 h and 8 h compared with their miRNA levels at 0 h (S8 Fig). The results show that the expression levels of many miRNAs changed under 2 h and 8 h red light treatments.

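After 2 h of red light, 10 miRNAs were at least 2-fold lower and 13 were at least 2-fold higher than in the dark, and the interval left out a ratio of 1 for 8 and 11 of them, respectively. After 8 h, 5 miRNAs were at least 2-fold lower and 8 were at least 2-fold higher, with such an interval for all 5 and for 6 of them. The fold threshold moved these counts most, except for the number of higher miRNAs at 2 h. The dark column, an alternative chosen after the data were seen, moved that number most. Leaving out the requirement of 1 RPM moved the other counts more than the dark column did. At 1.5-fold, 23 miRNAs were lower and 17 higher at 2 h, and 12 were lower and 24 higher at 8 h. Against the dark column of the 8 h table, 9 miRNAs were lower and 1 was higher at 2 h, and against that of the 2 h table, 2 miRNAs were lower and 14 were higher at 8 h. TMM scaling raised every log2 ratio at 2 h by 0.24 and gave 6 lower and 15 higher, while median-of-ratios scaling raised them by 0.16. Scaling to the reads on listed miRNAs raised every log2 ratio at 8 h by 0.13 and gave 4 lower and 12 higher. Among miRNAs with at least 50 reads in a library and an interval that left out 1, the largest rises at 2 h were those of miR394a, from 9 to 115 reads (log2 ratio 3.90, 95% interval 2.93 to 5.07), and miR394b, from 10 to 115 reads. miR160b rose from 76 to 512 reads (log2 ratio 2.98, interval 2.63 to 3.35), and miR160a and miR160c had log2 ratios of 1.57 and 1.55. The largest falls at 2 h within this limit of reads were those of miR854a to miR854e, which share their 88 reads in the dark and 30 reads in red light (log2 ratio -1.32), and miR472 (log2 ratio -1.18). At 8 h the largest falls within the same limit were those of miR394b (log2 ratio -2.36, interval -2.96 to -1.80), miR394a (-2.31) and miR160b (-1.07), and the largest rises were those of miR858a (1.22) and miR5641 (1.14). The dark columns themselves differed at miR394a and miR160b, with 146 and 440 reads in the dark column of the 8 h table. Set against each other, the dark columns differed at least 2-fold for 9 of 181 miRNAs, all with an interval that left out 1. The same comparison gave 13 miRNAs (11 with such an interval) after 8 h and 23 (19) after 2 h. The counts of changed miRNAs thus cannot be read as responses to red light alone. Of the 180 miRNAs listed at both time points, 11 changed at least 1.5-fold in opposite directions with both intervals leaving out 1, and 3 did so in the same direction (miR159c, miR851-3p and miR858a, of which the former 2 are named after their values were seen).

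**Figure D1:**
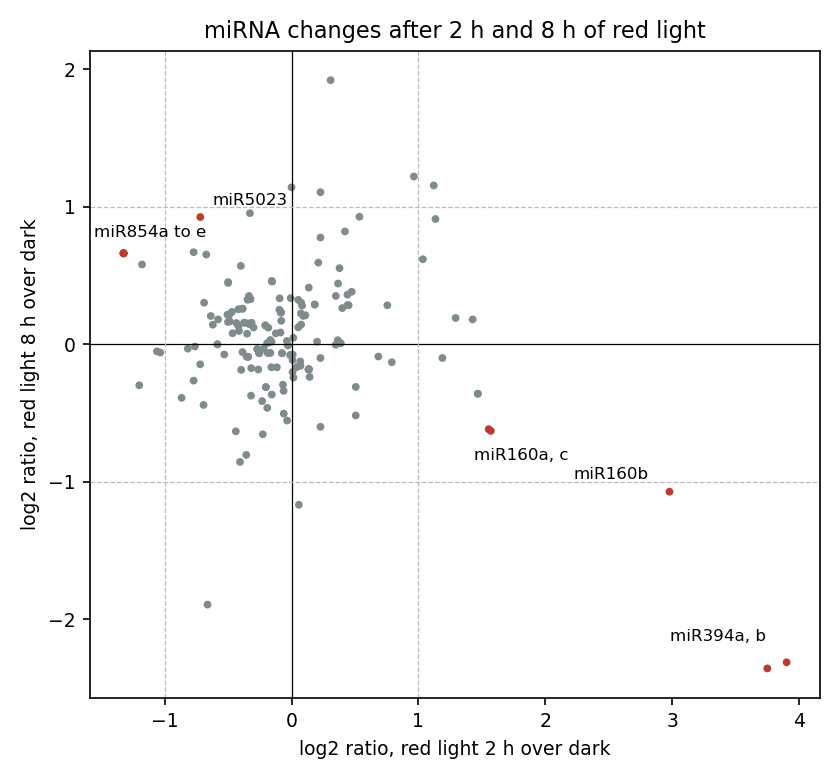
Log2 ratio of RPM of each miRNA after 2 h of red light over dark (horizontal axis) and after 8 h over dark (vertical axis), each time point with the dark column of its own table. Each point is a miRNA, red points are the 11 names that changed at least 1.5-fold in opposite directions, and dashed lines mark 2-fold changes.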

As PIF4 interacts with DCL1 and affects its stability, we analyzed the global miRNAs in 4-day-old WT seedlings and *pif4-2* mutant seedlings under continuous red light to determine the effect of PIF4 on miRNA accumulation, using *hyl1* mutant seedlings as a control. 

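For this experiment 1 library each of WT, *pif4-2* and *hyl1-2* seedlings was sequenced, with 10715159, 12256625 and 10949002 total reads. *hyl1-2* lacks HYL1, a double-stranded RNA-binding protein that works with DCL1 in the processing of miRNA precursors. The paper gives continuous red light for these 4-day-old seedlings, whereas the sample labels give soil, 16 h of light and 8 h of darkness, and no treatment, and the paper's condition is used here. The authors made the counts in the same way as for the red light series, and the WT library is the control of both mutants. Reads on miRNA hairpins do not measure the mRNA of *PIF4* or *HYL1*, so the genotypes could not be checked in these libraries. With each miRNA family counted once through its member with the most reads, known miRNAs took 43.8% of the total reads in WT, 37.3% in *pif4-2* and 5.43% in *hyl1-2*. miR156 alone took 28.6% of the total reads in WT (95% exact Clopper-Pearson interval 28.56 to 28.62%), 23.4% in *pif4-2* (23.35 to 23.40%) and 2.61% in *hyl1-2* (2.602 to 2.621%). Ratios were taken as mutant over WT, and a miRNA with 0 reads in *hyl1-2* was set to the floor of 3 reads. Because miRNAs made up different shares of the libraries, the scaling changed the ratios, and the shift of every log2 ratio of *pif4-2* over WT was 0.32 with TMM factors, 0.22 with median-of-ratios factors and 0.26 with the reads on listed miRNAs in place of total reads, a sum in which a read can enter for more than 1 name.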

The data quality is summarized in S1 and S2 Tables. 

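The counts in these tables were set beside the deposited ones. All 189 miRNAs of S1 Table and all 185 *hyl1-2* rows of S2 Table carried exactly the deposited numbers of reads, and S2 Table holds 4 further rows marked as WT and *pif4*. The median miRNA listed for *hyl1-2* had 27 reads in that mutant, where 6 listed names had 0 reads. In the *pif4-2* comparison, 31 listed names shared their counts with another name, and the median miRNA had 134 reads in each of the libraries.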

The sequencing data for all known miRNAs were subjected to hierarchical clustering in an unsupervised manner to analyze the expression of 2-fold differential miRNAs [31] (Fig 4A and S9 Fig). 

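In *hyl1-2*, 98.1% of the miRNAs that changed at least 2-fold were lower than in WT and 3 miRNAs were higher. The interval left out a ratio of 1 for 154 of the lower and for all 3 of the higher miRNAs. The median log2 ratio was -2.95 (quartiles -3.84 and -1.77). The 3 higher miRNAs were miR840, from 8 to 55 reads (log2 ratio 2.75, 95% interval 1.67 to 4.03), miR5654-5p, from 22 to 111 reads (2.30), and miR2936, from 5 to 31 reads, which was named after its values were seen. The largest falls were ranked among miRNAs with at least 50 reads in a library and at least 1 read in *hyl1-2*. miR1886.2 fell from 192 reads to 1 read (log2 ratio -7.62, interval -12.93 to -5.12), and miR173-5p from 17306 to 207 reads (-6.42, interval -6.62 to -6.22). They were followed by miR5663, with 1 read in *hyl1-2* (-6.41, interval -11.73 to -3.89), miR5020b, with 3 reads (-6.38, interval -8.66 to -4.81), and miR391, with 2 reads (-5.76, interval -8.82 to -3.87). The fall of miR5997, from 62 to 0 reads, is known only as a bound and could be larger. It was named after its values were seen. The other scalings raised every log2 ratio by 2.27 (TMM), 2.95 (median of ratios) and 3.12 (reads on listed miRNAs). They gave 71 lower and 35 higher, 43 lower and 50 higher, and 36 lower and 57 higher. These scalings centre the listed miRNAs or divide by their sum, so they largely remove a fall that most miRNAs share. Known miRNAs took 5.43% of the total reads in *hyl1-2* against 43.8% in WT, so these counts do not argue against such a fall. In *pif4-2*, 22 miRNAs were at least 2-fold lower and 2 were at least 2-fold higher, and the interval left out 1 for 21 and 1 of them. These 2-fold counts became 9 lower and 7 higher with TMM scaling, 10 lower and 4 higher with median-of-ratios scaling, and 9 lower and 4 higher with scaling to the reads on listed miRNAs.

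**Figure D2:**
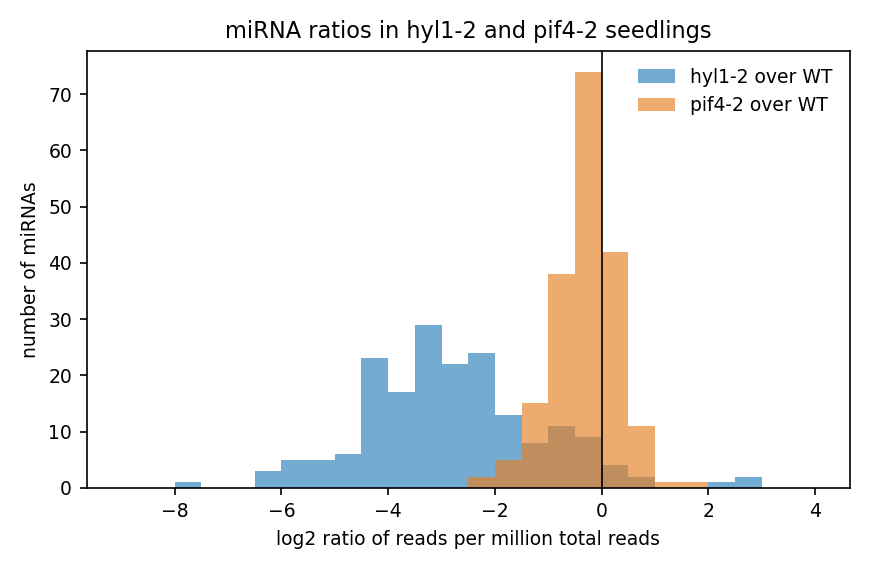
Distribution of the log2 ratio of RPM over the miRNAs listed for *hyl1-2* over WT (blue) and *pif4-2* over WT (orange), in steps of 0.5. The vertical line marks a ratio of 1, and the median of *hyl1-2* lies at -2.95 against -0.22 for *pif4-2*.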

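In the small RNA libraries of WT, *pif4-2* and *hyl1-2* seedlings, miR319c had 5 reads in WT and 17 in *pif4-2* (log2 ratio 1.57, 95% interval 0.07 to 3.37). miR319a rose from 26 to 42 reads and miR319b from 25 to 36 reads, and with total reads both intervals included a ratio of 1. With TMM scaling and with the reads on listed miRNAs the interval of miR319a lay above 1. It included 1 with median-of-ratios scaling, and that of miR319b included 1 under each of these scalings. In *hyl1-2*, miR319a and miR319b had 2 reads each (log2 ratios -3.73, interval -6.85 to -1.73, and -3.68, interval -6.80 to -1.67), and miR319c, which is not in the authors' list for this mutant, had 0 reads, so that it was at least 1.70-fold lower (the counting interval includes a ratio of 1). miR165a had 49577 reads in WT and 50152 in *pif4-2*, a log2 ratio of -0.18 (interval -0.20 to -0.16) that changed sign under each of the other scalings (0.043 to 0.14), as did that of miR165b. miR165a fell to 1518 reads in *hyl1-2* (log2 ratio -5.06). miR171a had 1094 reads in WT, 835 in *pif4-2* (log2 ratio -0.58, interval -0.72 to -0.45) and 129 in *hyl1-2* (-3.12). The ratio in *hyl1-2* became 0.0063 with scaling to the reads on listed miRNAs. It became -0.10 when each family was counted once, a scaling chosen after the data were seen. Both scalings largely remove a fall that most miRNAs share, so these values set miR171a against the other miRNAs. miR171b and miR171c had log2 ratios of -0.89 and -0.95 in *pif4-2*. miR160b fell from 185 to 95 reads in *pif4-2* (log2 ratio -1.16, interval -1.53 to -0.79) and to 4 reads in *hyl1-2* (-5.56). The dark columns of the red light tables differed more at miR160b than *pif4-2* and WT did (log2 ratio 2.80). Whether these columns stand for the same time in darkness is not stated. miR160a and miR160c, whose counts differ by at most 2 reads in any of these libraries, had log2 ratios of -0.52 and -0.54 in *pif4-2* and of -2.51 and -2.52 in *hyl1-2*, and the latter 2 became 0.44 and 0.43 with median-of-ratios scaling.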

The small RNA-seq data chosen from the changed miRNAs were validated by Northern blots of miR319, miR165, miR171, and miR160 (Fig 4B). Among 189 miRNAs detected in both WT and *pif4-2* mutant seedlings, we found that 22 miRNAs show at least 1.5-fold changes in the *pif4-2* mutant compared with those in the WT. Among these 22 miRNAs, 21 (95.5%) were down-regulated, and one (4.5%) was up-regulated. 

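By size alone, 58 of the 189 listed miRNAs (30.7%) changed at least 1.5-fold in *pif4-2*. The 95% interval left out a ratio of 1 for 46 of them, and 48 had a p-value under 0.05 in the authors' deposited table. Of the 58 miRNAs, 25 had under 50 reads in both libraries, and taking names with identical counts once left 48. The fold threshold moved this number most, to 24 miRNAs at 2-fold. Together with a p-value under 0.05 in the authors' deposited table, a combination chosen after the data were seen, it left 22. Without the requirement of 1 RPM, 81 of 278 miRNAs changed at least 1.5-fold, and among the 138 miRNAs with at least 50 reads in a library 33 did.

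**Figure D3:**
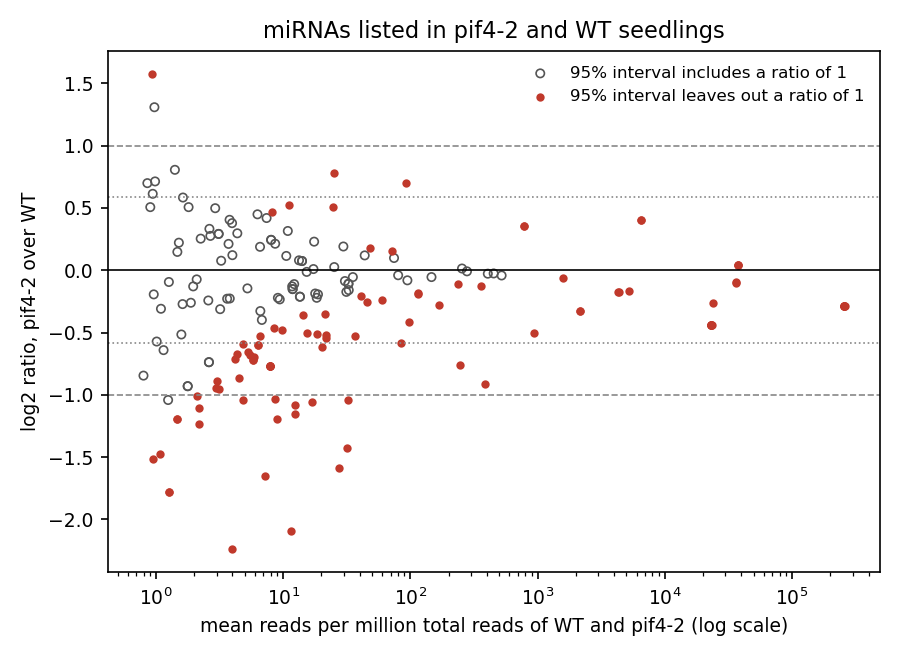
Log2 ratio of *pif4-2* over WT (vertical axis) against the mean RPM of both libraries (horizontal axis, log scale) for the 189 listed miRNAs. Filled red points have a 95% counting interval that leaves out a ratio of 1, open points do not, and dotted and dashed lines mark 1.5-fold and 2-fold changes.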

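Of the miRNAs that changed at least 1.5-fold by size, 50 (86.2%) were lower and 8 (13.8%) were higher in *pif4-2*. Among those whose interval left out a ratio of 1, 43 were lower and 3 were higher, namely miR319c, miR159a (752 to 1395 reads, log2 ratio 0.70) and miR159b (198 to 389 reads, log2 ratio 0.78), the last of which was named after its values were seen. The 5 other higher miRNAs had at most 22 reads in either library. The split depended on the scaling. With TMM factors 27 miRNAs were lower and 29 higher (48.2% lower), with median-of-ratios factors 30 were lower and 21 higher (58.8% lower), and with the reads on listed miRNAs 29 were lower and 24 higher (54.7% lower).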

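The miRNAs lower in *pif4-2* were spread over many families, and 30 of the 100 families listed had at least 1 member that was at least 1.5-fold lower. Among miRNAs with at least 50 reads in a library and an interval that left out a ratio of 1, 12 names were at least 2-fold lower and 0 were at least 2-fold higher. The largest of these falls were those of miR3932b, from 70 to 17 reads (log2 ratio -2.24, 95% interval -3.09 to -1.46), and miR397a, from 201 to 54 reads (-2.09, interval -2.55 to -1.65). miR841a fell from 118 to 43 reads (-1.65), miR5996 from 443 to 169 reads (-1.58, interval -1.85 to -1.33), and miR841b-3p from 499 to 212 reads (-1.43). A shift by the largest of the scaling differences leaves each of these 5 miRNAs lower in *pif4-2*.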

Taking these observations together, we concluded that the accumulation of a group of miRNAs is affected by PIF4.

**Fig 4:**
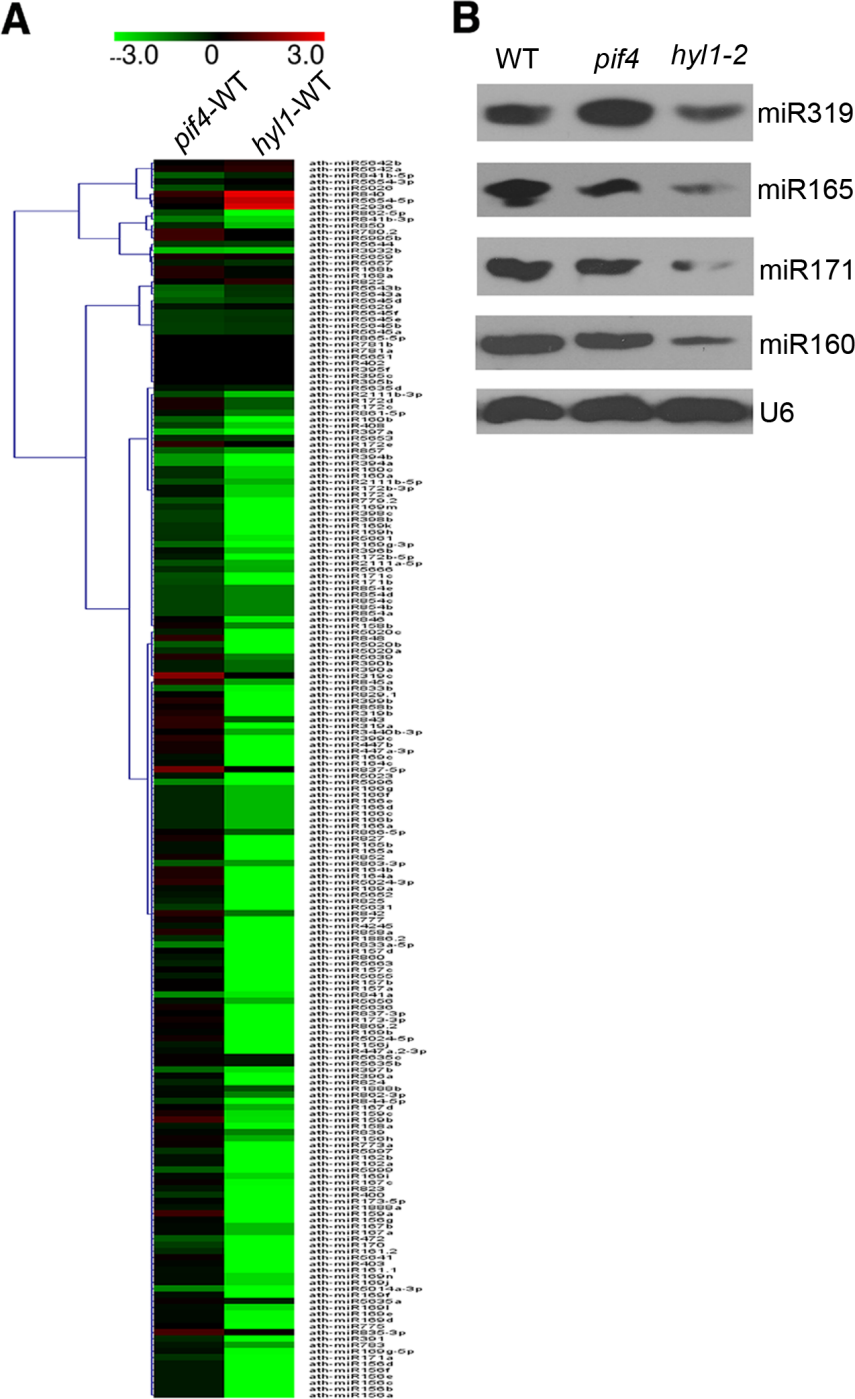
PIF4 is required for the proper accumulation of miRNAs. **(A)** Heat map of miRNAs differentially expressed in *pif4-2* (WT—*pif4-2*) and *hyl1-2* (WT—*hyl1-2*) mutants compared to WT. Four-day old red light grown seedlings were collected for RNA extraction. Small RNAs were isolated and sequenced by Solexa high-throughput sequencing. **(B)** Northern blots show the miRNA levels in seedlings of WT, *pif4-2* and *hyl1-2* grown for 4 days under red light (10 μmolm^-2^s^-1^). U6 serves as a loading control.

### PIF4 is a transcription factor for a population of miRNA genes

In the sequencing data, we noticed that the levels of some miRNAs decrease in the *pif4-2* mutant in which the DCL1 accumulation level increases, so we speculated that PIF4 may play a role in miRNA transcription. 

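The ratio of *pif4-2* over WT was below 1 for 134 of the listed miRNAs, or 70.9% (95% exact Clopper-Pearson interval 63.9 to 77.3%, with names treated as independent), and the median log2 ratio was -0.22. Intervals lay below 1 for 86 miRNAs and above 1 for 15. The share below 1 depended most on the scaling and became 40.2% with TMM factors. Of the 10 families with the most reads in WT, 8 were lower in *pif4-2*, with log2 ratios between -0.44 and 0.40. The highest of these was that of miR168a, which had 59742 reads in WT and 90420 in *pif4-2*. From the sequencing and the blots together the paper concludes that PIF4 affects the accumulation of a group of miRNAs. Setting the lower levels of some miRNAs beside the higher level of DCL1 in the same mutant, the paper proposes a possible role of PIF4 in miRNA transcription.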

As PIF4 is a transcription factor in the red light signaling pathway, we analyzed the expression levels of 14 pri-miRNAs, for which their mature miRNAs show differences in the *pif4* mutant compared with those in the WT (S1 Table), by qRT-PCR in seedlings of *pif4-2* mutant and *PIF4* overexpression (*p35S*::*PIF4-YFP*) lines. 

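The mature miRNAs of the 15 pri-miRNAs plotted in Fig 5A were all in the authors' list. They are not independent, since miR156a and miR156b, miR157a and miR157c, and miR166a and miR166f had nearly equal counts. A mature count thus cannot be assigned to the gene of its name alone. In *pif4-2*, 12 of these mature miRNAs had a ratio below 1. The 95% interval lay below 1 for 11, above 1 for 2 and included 1 for 2. With TMM scaling 7 had a ratio below 1, with intervals below 1 for 5 and above 1 for 6, and with each of the other scalings 9 had a ratio below 1. At least 1.5-fold changes were found for miR394a and miR394b, which share 21 reads in WT and 7 reads in *pif4-2* (log2 ratio -1.78, interval -3.26 to -0.49), and for miR170, from 56 to 39 reads (log2 ratio -0.72). The dark columns of the red light tables differed more at miR394a and miR394b, with log2 ratios of 4.29 and 4.13 between them. miR166a and miR166f had log2 ratios of -0.44 and -0.44. miR156a and miR156b, with 3021952 and 3022579 reads in WT, had a log2 ratio of -0.28, which became 0.034 with TMM scaling. The sign also depended on the scaling for miR165a and miR167b. miR157a and miR157c were above 1 with log2 ratios of 0.04 and 0.04, and the intervals of miR172a (log2 ratio -0.21) and miR319b included 1, the former with a sign that the other scalings changed.

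**Figure D4:**
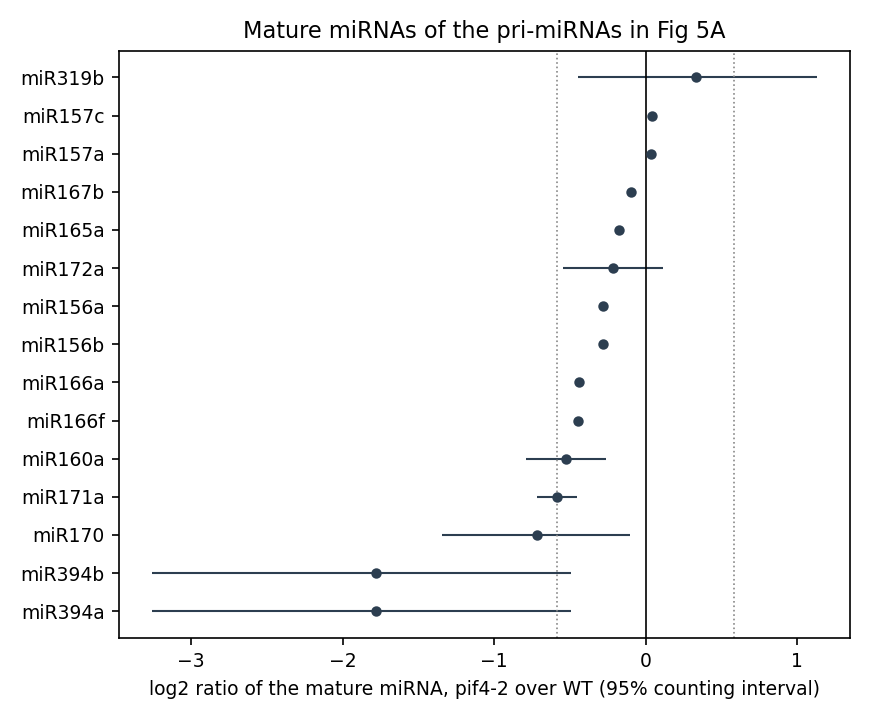
Log2 ratio of RPM, *pif4-2* over WT, of the mature miRNAs of the pri-miRNAs in Fig 5A. Points are the ratios, bars are exact 95% intervals that cover counting error only, the solid line marks a ratio of 1 and dotted lines mark 1.5-fold changes.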

As shown in Fig 5A, the relative expression levels of pri-miRNAs between *pif4-2* and *p35S*::*PIF4-YFP* were predominantly opposite for all 14 pri-miRNAs, although some of pri-miRNAs were up-regulated, whereas others were down-regulated in the *pif4-2* mutant line (Fig 5A), indicating that PIF4 might act as a transcription factor for these miRNA genes.

**Fig 5:**
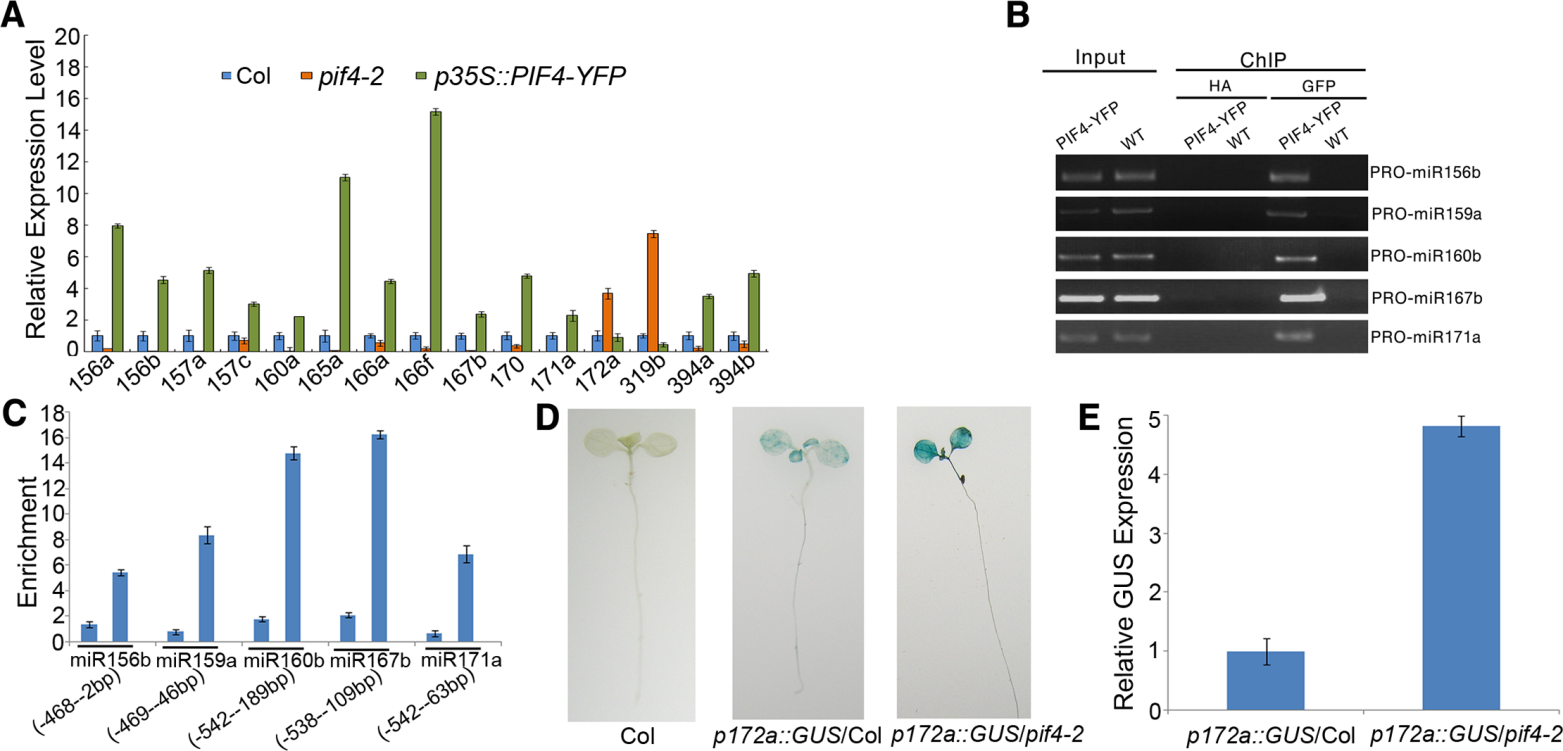
PIF4 binds to the promoters of miRNAs genes to regulate their expressions. **(A)** The relative expression levels of pri-miRNAs in *pif4-2* and *35S*::*PIF4-YFP* by real-time PCR compared to those in WT. The relative fold changes were normalized to *ACTIN*. Data are given as means ± SD (n = 3 biological replicates). **(B)** ChIP-PCR analysis of five promoter fragments of miRNA genes in WT and *pPIF4*::*PIF4-YFP* seedlings. ChIP assays were performed using the 4-d-old WT and *pPIF4*::*PIF4-YFP* seedlings. DNA was amplified using primers specific to five miRNA promoter regions. **(C)** ChIP followed by real time PCR of five promoter fragments of 5 miRNA genes in WT and *pPIF4*::*PIF4-YFP* seedlings, the start and stop positions of the amplified fragments were shown in brackets under each miRNA. Relative enrichment of fragments was calculated with the HA antibody as a control. For each miRNA, the left column represents anti-HA sample and the right column represents anti-GFP sample. Data are given as means ± SD. All the experiments have been performed for three biological replicates. **(D)** Histochemical GUS staining of WT, *pMIR172a*::*GUS/*WT and *pMIR172a*::*GUS/pif4-2* seedlings. Thirty WT plants or plants harboring a *GUS* gene were analyzed for these genotypes. **(E)** qRT-PCR analysis of the transcript levels of *GUS* driven by miR172a promoter in WT and *pif4-2* seedlings. Data are given as means ± SD. All the experiments have been performed for three biological replicates.

To address whether PIF4 binds to the promoters of miRNA genes, we performed chromatin immunoprecipitation-PCR (ChIP-PCR) using GFP antibody-precipitated chromatin from *pPIF4*::*PIF4-YFP*/Col plants. We focused on the promoters of miRNA genes for which the expression levels of pri-miRNAs were found to have changed in the *pif4-2* mutant (Fig 5A). The promoter fragments of miRNA genes were amplified from GFP antibody-immunoprecipitated, but not from HA antibody-immunoprecipitated *pPIF4*::*PIF4-YFP*/Col samples. In addition, no apparent enrichment of fragments in the WT seedlings was observed (Fig 5B and 5C). We performed DNA competitive electrophoretic mobility shift assays to verify the direct interaction between PIF4 and a fragment of miR160b promoter containing a G-box DNA-sequence motif (CACGTG), which is similar to the E-box motif (CANNTG) known to be the binding site of PIFs [32]. The reactions were performed using decreasing amounts of PIF4, and the results showed that PIF4 can directly bind to the promoter of miR160b gene (S10 Fig). We concluded that PIF4 is a transcription factor for a group of miRNA genes.

To further test the effect of PIF4 on miRNA expression, we used a β-glucuronidase (*GUS*) reporter gene driven by the promoter of *miR172a* whose expression is repressed by PIF4 (Fig 5D). This system was previously used to determine the function of CDF2, DDL, CDC5, and NOT2 in the regulation of miRNA gene transcription [19–21,33]. We crossed *pif4-2* mutant with transgenic plants containing *pmiR172a*::*GUS*. In the second (F_2_) generation, we obtained *PIF4*/*PIF4*, *PIF4*/*pif4*, and *pif4/pif4* genotypes containing *pMIR172a*::*GUS*. The expression level of *GUS* increases in *pif4/pif4* compared with that in *PIF4*+ plants (Fig 5D). Quantitative RT-PCR analysis indicated that the *GUS* level in the *pif4* mutant increases compared with that in WT plants (Fig 5E). We concluded that PIF4 regulates the transcription of *miR172a* gene.

### DCL1 and HYL1 negatively regulate plant photomorphogenesis

As PIF4 interacts with red light receptor phyB [6] and miRNA processing enzyme DCL1 (Fig 1), we investigated the role of DCL1 in photomorphogenesis by examining the light inhibition of hypocotyl elongation, the most widely used phenotype to study photomorphogenesis [34]. We compared the hypocotyl growth of 4-day-old WT seedlings and *pif4-2*, *hyl1-2*, and *dcl1-9* mutant seedlings grown under continuous red light at four different intensities (0.1, 0.5, 1,and 10 μmol s^−1^m^−2^), or continuous darkness. The hypocotyl lengths of the mutants were indistinguishable with those of the WT grown under dark condition; only slightly shorter hypocotyls were observed in *hyl1-2* and *dcl1-9* mutants grown under dark condition (S11A and S11B Fig). The relative hypocotyl lengths under red light were normalized to the hypocotyl lengths of dark-grown seedlings [35], and analyses indicated that *dcl1-9* and *hyl1-2* had shorter hypocotyl lengths than WT seedlings (Fig 6A and 6B). To diminish the developmental effects of *dcl1-9* and *hyl1-2* mutants on the analysis of photomorphogenesis based on hypocotyl lengths, we examined the hypocotyl growth of 4-day-old *dcl1-9* and *hyl1-2* mutants under continuous white light (30 μmol s^−1^ m^−2^), and we found that the hypocotyl lengths of *dcl1-9* and *hyl1-2* mutants are similar to those of WT seedlings grown under white light (S12A and S12B Fig).

**Fig 6:**
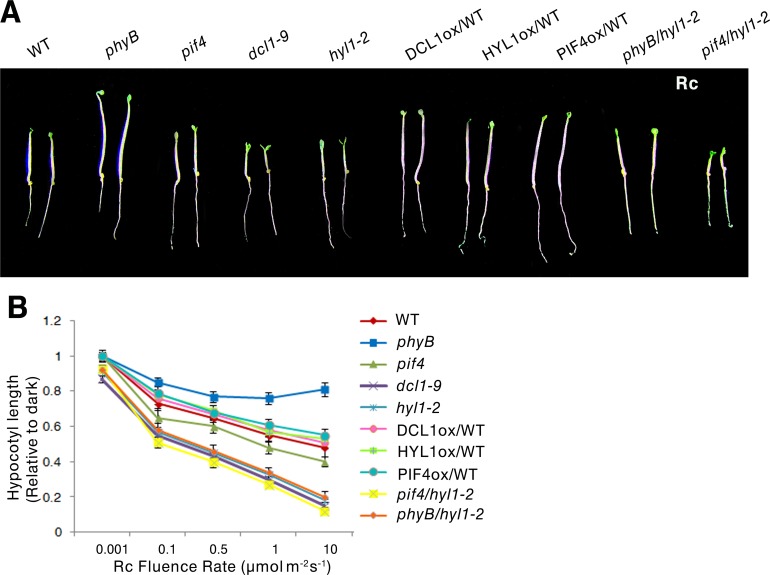
The roles of PIF4, DCL1 and HYL1 in plant photomorphogenesis. **(A)** Visual phenotypes of WT, *phyB*, *pif4-2*, *dcl1-9*, *hyl1-2*, *p35S*::*DCL1-YFP*/Col, *p35S*::*HYL1-YFP*/Col, *p35S*::*PIF4-YFP*/Col and *phyB*/*hyl1-2*, *pif4-2*/*hyl1-2* seedlings grown under red light (10 μmolm^-2^s^-1^) for 4 days. **(B)** Rc fluence rate response curves for hypocotyl lengths of WT, *phyB*, *pif4-2*, *dcl1-9*, *hyl1-2*, *p35S*::*DCL1-YFP*/Col, *p35S*::*HYL1-YFP*/Col, *p35S*::*PIF4-YFP*/Col, *phyB*/*hyl1-2*, and *pif4-2*/*hyl1-2* seedlings grown under red light (10 μmolm^-2^s^-1^) for 4 days. Data are means ± SEM of 30 plants. All the experiments have been performed for three biological replicates.

To further examine the function of DCL1 and HYL1 under red light, we generated *DCL1* and *HYL1* overexpressing lines in WT background under the control of the 35S promoter (*p35S*::*PIF4-YFP/Col*, *p35S*::*DCL1-YFP/Col* and *p35S*::*HYL1-YFP/Col*). High expression levels of these genes were confirmed in transgenic lines (S13 Fig). The seedlings of *p35S*::*PIF4-YFP*, *p35S*::*DCL1-YFP*, and *p35S*::*HYL1-YFP* had longer hypocotyls than those of WT seedlings grown under any red light intensity (0.1, 0.5, 1,and 10μmol s^−1^ m^−2^)(Fig 6A and 6B). Together, these results indicated that DCL1and HYL1 act as negative regulators for plant photomorphogenesis in the red light signaling pathway.

To determine the genetic relationship between PIF4 and miRNA processor DCL1 or HYL1, we generated a *pif4-2/hyl-2* double mutant, as the homozygous *dcl1-9* line is sterile [26]. We found the *pif4-2/hyl-2* double mutant has a shorter hypocotyl length than those of *hyl1-2* and *pif4-2* single mutants grown under red light (Fig 6A and 6B), indicating that *HYL1* mutation can enhance the photomorphogenesis phenotype of the *pif4-2* mutant grown under red light; therefore, HYL1 and PIF4 have a synergistic function in the regulation of hypocotyl elongation. To investigate the genetic interaction of phyB and HYL1, we generated a *phyB/hyl1-2* double mutant. The hypocotyl length of *phyB/hyl1-2* mutant is shorter than that of *phyB* mutant and longer than that of *hyl1-2* single mutant (Fig 6A and 6B) grown under red light, demonstrating that *HYL1* acts genetically downstream of *PHYB* in the regulation of plant photomorphogenesis.

### MiRNAs are positive or negative regulators of plant photomorphogenesis

Because the microprocessors DCL1 and HYL1 regulate plant photomorphogenesis (Fig 6A and 6B), we speculated that mature miRNAs might also serve as regulators of hypocotyl growth. We examined the phenotypes of several mutants of miRNAs which are regulated by PIF4 (Fig 4; S1 and S2 Tables) and found that *miRNA319b* and *miRNA160b* mutants displayed longer hypocotyl phenotypes, while *miRNA167b* and *miRNA848* exhibited shorter hypocotyl phenotypes compared with WT seedlings grown under red light (Fig 7A and 7B). 

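In the sequencing data, miR848 was higher in *pif4-2*, with 218 reads in WT and 355 reads in *pif4-2* (log2 ratio 0.51, 95% interval 0.26 to 0.76). miR167b had 400477 reads in WT and 427811 in *pif4-2*, a log2 ratio of -0.10 with total reads that became 0.12 to 0.22 under the other scalings. Among the names of these mutants, miR160b was the only one with a change of at least 1.5-fold in *pif4-2* with total reads. It lay at least 1.5-fold lower under each of the scalings, although its level differed more between the dark columns of the red light tables. miR160a and miR160c, which have the same mature sequence, had log2 ratios of -0.52 and -0.54, under 1.5-fold. How reads were divided among these names is not stated, so the count of miR160b cannot be assigned to the MIR160b gene alone. Under each of the other scalings miR848 was at least 1.5-fold higher. So was miR319b with TMM scaling and with the reads on listed miRNAs, but its interval included a ratio of 1. In *hyl1-2*, miR848 fell to 11 reads (log2 ratio -4.34), and miR167b fell to 87014 reads (log2 ratio -2.23). The ratio of miR167b became 0.035 to 0.89 under the other scalings, which largely remove a fall that most miRNAs share.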

The hypocotyl lengths of these miRNA mutants were similar to those of WT seedlings grown under dark conditions (S11A and S11B Fig). Therefore, we concluded that mature miRNAs, including miRNA319b, miRNA160b, miRNA167b, and miRNA848, regulate plant photomorphogenesis either positively or negatively.

**Fig 7:**
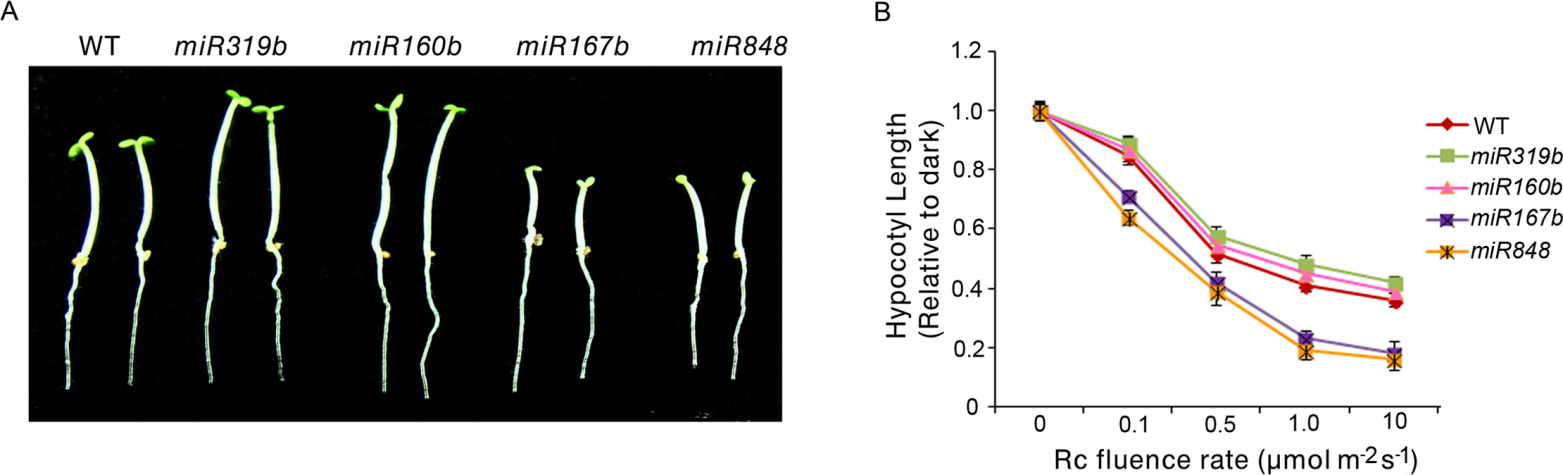
The roles of mature miRNAs in plant photomorphogenesis. **(A)** Visual phenotypes of WT, *miR319b*, *miR160b*, *miR167b* and *miR848* seedlings grown under red light (10 μmolm^-2^s^-1^) for 4 days. **(B)** Rc fluence rate response curves for hypocotyl lengths of WT, *miR319b*, *miR160b*, *miR167b* and *miR848* seedlings grown under red light (10 μmolm^-2^s^-1^) for 4 days. Data are means ± SEM of 30 plants. All the experiments have been performed for three biological replicates.

## Discussion

In this study, we uncovered a crosstalk between the light signaling pathway and the miRNA biogenesis pathway in *Arabidopsis*. It was known that PIF4 plays a negative role in the phytochrome B signaling pathway under red light, [6] and a positive role in cell elongation [36]. We found that PIF4 integrates red light signaling and miRNA biogenesis through the regulation of miRNA transcription and processing by affecting DCL1 stability during dark/red-light transitions. In addition, we found that the miRNA processing enzyme DCL1 and a group of miRNAs play an important role in plant photomorphogenesis.

For the biogenesis of miRNAs, at least three steps are necessary: the transcription of primary miRNAs (pri-miRNAs) from miRNA genes; the processing of pri-miRNAs to precursor miRNAs (pre-miRNAs); and the processing of pre-miRNAs to mature miRNAs. It was known that the interaction of PIF4 with the photo-activated Pfr form of phyB modulates a subset of downstream factors through binding to the promoters of these genes [6]. In this study, we found that the transcription factor PIF4 functions at both the transcriptional and post-transcriptional levels to regulate miRNA biogenesis. At the transcriptional level, PIF4 can bind directly to the promoters of a group of miRNA genes and control their transcription (Fig 8). In addition, we noticed that the expressions of some miRNAs increase, while others decrease (Fig 5A), implying that PIF4 may serve as either a positive or negative transcription regulator for a miRNA gene. At post-transcriptional level, PIF4 interacts with DCL1 and HYL1 to promote the destabilization of these essential microprocessor proteins and regulate the levels of mature miRNAs during dark-to-red-light transition (Fig 8). The PIF4-dependent DCL1 degradation during dark-to-red-light transition might also provide a logical explanation for small RNA-seq data which show that the accumulation levels of most miRNAs decrease, whereas only a few miRNAs increase in plants grown under red light conditions (S6 Fig).

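After 2 h of red light, 114 of the listed miRNAs, or 62.6% (95% exact Clopper-Pearson interval 55.2 to 69.7%, with names treated as independent), had a lower level than in the dark, and the median log2 ratio was -0.16. After 8 h, 82 miRNAs or 44.1% (36.8 to 51.5%) had a lower level, and the median log2 ratio was 0.08. Intervals lay below a ratio of 1 for 74 miRNAs and above it for 29 at 2 h, and below it for 34 and above it for 40 at 8 h. The share of lower miRNAs at 2 h became 41.8% with TMM scaling and 54.1% with the other dark column, and the share at 8 h became 26.3% with scaling to the reads on listed miRNAs and 52.4% with the other dark column, a control chosen after the data were seen. At 2 h, 8 of the 10 families with the most reads in the dark were lower, and at 8 h 5 of 10 were. The latter 5 include miR390, whose member with the most reads had a log2 ratio of -7.3e-05 and an interval that included 1. From the loss of DCL1 protein in the change from darkness to red light, the paper proposes an explanation for lower miRNA levels in red light.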

**Fig 8:**
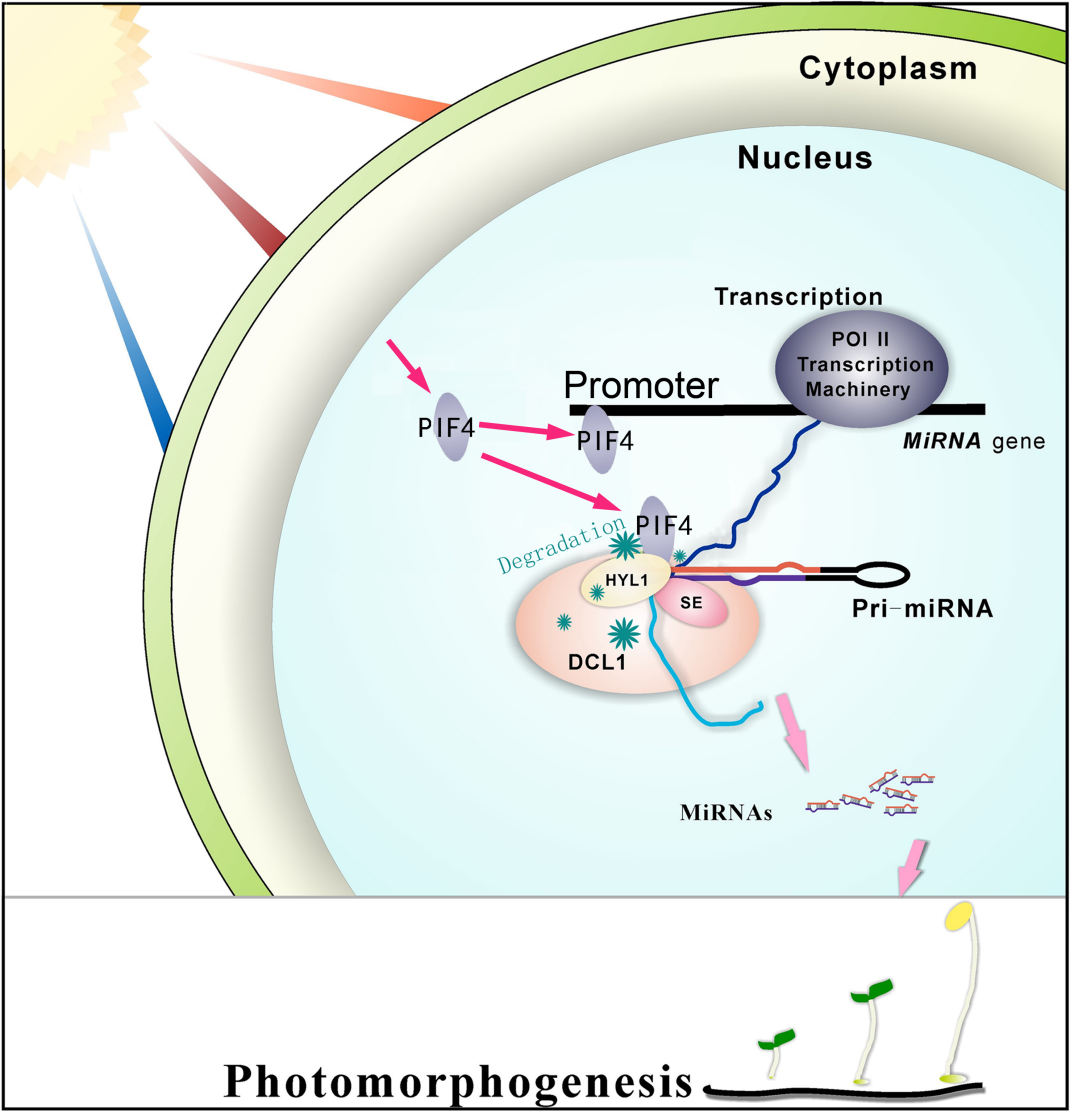
A working model for the roles of PIF4 in the transcription and processing of pri-miRNAs to regulate plant photomorphogenesis. PIF4, a factor involved in red light signaling, functions at both the transcription and processing levels to regulate the levels of some mature miRNAs which play positive or negative roles in plant photomorphogenesis. At the transcriptional level, PIF4 binds directly to the promoters of some miRNA genes and regulate their transcriptions. At the post-transcriptional level, PIF4 interacts with DCL1 and HYL1 to promote the destabilization of them during dark to red light transition and regulate the processing of primary miRNAs.

The light-dependent stabilization of HYL1 is maintained by the light signal negative factor COP1 [23]. Because the miRNA processing activity is impaired when DCL1 or HYL1 is degraded, plants might be able to adjust their levels of precisely processed miRNAs by modulating their DCL1 and HYL1 levels in response to different light conditions. A recent study reported that the levels of miR167, miR168, miR171, and miR398 increase by day and decrease by night, but the oscillatory pattern is not regulated by the circadian clock [37]. Therefore, the biological significance of DCL1 fluctuation can be inferred by the diurnal oscillation of the short-lived miRNAs.

We suspected that DCL1 is degraded by a protease or several proteases to adjust miRNA processing, similar to the report that HYL1 is destabilized by COP1 in response to light/dark transition. In animals where miRNA homeostasis including DICER1 and AGO2 is regulated by autophagy [23]. Future studies will focus on revealing if and how autophagy is involved in the regulation of DCL1 or HYL1 stability and identifying the protease(s) responsible for plant microprocessor degradation.

We identified the *miR167b* mutant which exhibited a shorter hypocotyl phenotype. One of the mi167b targets is ARF8, which inhibits hypocotyl elongation under red and blue light [38]; this supports that miR167b plays a role in plant photomorphogenesis. We found that miR167b and miR848 play negative roles, whereas miR319b and miR160b play positive roles in plant photomorphogenesis. Conversely, DCL1 or HYL1 is a negative regulator of photomorphogenesis. We speculated that the overall phenotypes of *dcl1* and *hyl1* mutants in photomorphogenesis result from the coordinated effects of the diverse functions of miRNAs in the regulation of hypocotyl growth.

Multiple environmental and hormonal signals for plant growth regulation in *Arabidopsis* are integrated by PIF4 [17,18]. In this study, we placed the microprocessor DCL1 and HYL1 as a critical node in the red light signaling pathways by binding them to PIF4, and further studies will reveal whether DCL1 also acts as a node in other signal pathways. Our previous results indicated that blue light signaling factor CDF2 is involved in miRNA biogenesis [23], and further studies will direct toward testing whether the destabilization of DCL1 is dependent on blue light and the potential crosstalk between blue light signaling and miRNA biogenesis.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (ecotype Col-0), *phyB* (SALK_022035C), *dcl1-9* [25,39], *hyl1-2* (Salk_064863), *pif4*-2 (CS66043), *miR160b* (SALK_152649), *miR319b* (SALK_037093C), *miR167b* (CS872594) and *miR848* (CS812734) mutants were used. All plants were grown in soil or Murashige and Skoog (MS) medium at 16 hr light/8 hr dark photoperiod unless specifically indicated otherwise.

### Constructs and transgenic plants

The PIF4, DCL1 and HYL1 coding sequences were cloned into pCambia1301 with the CaMV35S promoter and a YFP tag [25] and confirmed by sequencing. Primers used to amplify these genes are listed in S3 Table. The upstream regulatory sequence of *PIF4* and coding region were cloned into pCambia1301 with a YFP tag to generate pPIF4::PIF4-YFP vector and confirmed by sequencing. Primers are listed in S3 Table.

All binary vectors were introduced into *Agrobacterium tumefaciens* (strain GV3101) by electroporation. Plants were transformed by floral dip [40], and the transformats were selected on MS medium with hygromycin (50 mg/l). Lines containing a single T-DNA insertion were selected on the basis of the segregation ratio of the resistant and susceptible plants to hygromycin in the progeny of these primary transformats. Homozygous stocks were selected from these lines and at least 15 T_2_ independent lines were analyzed for each construct.

### Yeast two-hybrid screen

Yeast transformation and library screening were performed according to the Pro-Quest Two-Hybrid System Manual (Matchmaker user’s manual, Invitrogen). The experiments was performed as described in Sun et al. [21]. The size of F1 fragment of PIF4 was 309 aa (from aa 123 to aa 431), F2 fragment was 221 aa (from aa 211 to aa 431), F3 fragment was 177 aa (from aa 255 to aa 431) and F4 fragment was 119 aa (from aa 256 to aa 374).

### Pull-down assays

The cDNAs of *PIF4* and *DCL1* were amplified and subcloned to the pMAL-c2x and pGEX4T-1 plasmids, and confirmed by sequencing. Primers used to amplify the genes are listed in S3 Table. MBP-DCL1-RBD and MBP were expressed in *E*. *coli* BL21 (DE3) and purified according to the manufacturer’s protocol (New England Biolabs). GST-PIF4 and GST were purified using glutathione–agarose 4B (Peptron) beads. For protein pull-down assays, GST-PIF4 was incubated with the MBP-DCL1-RBD bound to amylose resin, mixed with total protein extracts in 1ml protein pull-down buffer (40 mM HEPES-KOH, pH 7.5, 10 mM KCl, 3 mM MgCl_2_, 0.4 M sucrose, 1 mM EDTA, 1 mM DTT, and 0.2% Triton X-100), and then incubated at 4°C for 1 h with agitation. GST and MBP proteins were used as negative controls in parallel assays. The beads were washed four times with the binding buffer. Proteins were eluted and further analyzed by immunoblotting using appropriate antibodies.

### Coimmunoprecipitation (Co-IP) assay

The lines of coexpressing *hemagglutinin (HA)-labeled PIF4* (*pPIF4*::*PIF4-HA)* and *YFP-labeled DCL1* (*pDCL1*::*DCL1-YFP*) were generated by crossing *pDCL1*::*DCL1-YFP*/*dcl1-9* [21] with *pPIF4*::*PIF4-HA*/*pif4-2* obtained by crossing *pPIF4*::*PIF4-HA*/Col with *pif4-2* mutant. For control lines, plants co-expressing *pPIF4*::*PIF4-HA/pif4-2* and *p35S*::*YFP*/Col were generated by transforming the *pPIF4*::*PIF4-HA/pif4-2* line with the *p35*::*YFP* construct. The homozygous lines were grown in MS medium for 4 days, then seedlings were ground in liquid nitrogen and homogenized in three volumes of extraction buffer (50 mM Tris-HCl at pH 8.0, 150 mM NaCl, 0.5% TritonX-100, 0.2% 2-mercaptoethanol, 5% glycerol) containing complete proteinase inhibitor cocktail (Roche) using a mortar and pestle set. Cell debris was pellet by centrifugation for 10 min at 13,000 g. The Co-IP experiments were performed using HA Tag IP/Co-IP Kit according to the manufacturer’s protocol (Thermo Pierce) and the previous report [21].

### Bimolecular fluorescence complementation (BiFC) assays

The coding sequence of PIF4 [41], DCL1, HYL1, DCL1-9, the N-terminal fragment of PIF4 (PIF4-N, from aa 1 to 254), and the C-terminal fragment of PIF4 (PIF4-C, from aa 255 to 431) were subcloned into pCambia1301 Vectors with YFPN or YFPC tag [25] and confirmed by sequencing. Primers used to amplify these genes are listed in S3 Table. Plasmid pairs were expressed in tobacco leaves, the relevant negative control was performed at the same time. 48 hours after co-inoculation, BiFC signals were visualized with a DeltaVision Personal DV system (Applied Precision) using an Olympus UPLANAPO water immersion objective lens (60×/1.20 numerical aperture) [42].

### Cell-free degradation assay and chemical treatments

Degradation assay was performed as previous reported with some modifications [43], 4-day-old seedlings of wild-type (18h light/6-h dark photoperiod) were ground in liquid nitrogen and resuspended in a buffer (25 mM Tris pH 7.5, 10 mM MgCl_2_, 5 mM DTT, 10 mM NaCl and 10 mM ATP). Cell debris was pellet by centrifugation and equal amounts of extract were transferred to individual tubes, which were incubated at room temperature for 2 h, and reactions were stopped by adding an equal volume of 2×protein gel-loading buffer. Equal amounts of sample were then analyzed by western blots with an anti-DCL1 antibody and an anti-ACTIN antibody.

For chemical treatments, 4-day-old seedlings of WT (18h light/6-h dark photoperiod) were treated with protease inhibitor cocktail tablets (PIs, Roche), E64D (Sigma), 3-MA (Sigma) or BTH (Sigma) at the indicated concentrations. Blots were detected with an anti-DCL1 antibody and an anti-ACTIN antibody.

### Real-time quantitative PCR

Real-time quantitative PCR assays were performed as previously described [21]. Briefly, the first strand cDNA was synthesized from the total RNA (1 μg) with M-MLV reverse transcriptase (Promega) and used as the template for subsequent PCR amplification. The real-time quantitative PCR (RT-qPCR) for examination of pri-miRNA expression was carried out with a BIO-RAD CFX^TM^ Real-Time System. The *ACTIN* gene was used as an internal control for normalization of the cDNA template. Each PCR was repeated at least three times. The data were analyzed with a Bio-Rad iCycler iQ Real-Time Detection System. The expressions of genes were calculated using the relative 2^–ΔΔCt^ method [44].

### Chromatin immunoprecipitation (ChIP)

The ChIP assay was performed as described [45] using 4-d-old seedlings. Transgenic seedlings harboring *pPIF4*::*PIF4-YFP* were harvested in cross-linking buffer (0.4M sucrose, 10mM Tris-HCl (pH8.0), 1mM PMSF, ImM EDTA, 1% formaldehyde) for 10 min using vacuum infiltration. The cross-linking was stopped in 2M glycine. After chromatin shearing, about 5 μg anti-GFP monoclonal antibody (Sigma, G6495) was added to the samples and incubated at 4°C overnight. Beads were then washed and eluted with the lysis buffer (0.1M NaHCO_3_, 1%SDS). DNA was precipitated using ethanol, and resuspended in 50 μl water after reversing cross-linking. The immunoprecipitated genomic DNA were used for PCR and quantified by real-time PCR. *ACTIN* gene was used as an internal control. Primers used to amplify the promoters of some miRNA genes are listed in S3 Table.

### DNA electrophoretic mobility shift assay (DNA EMSA)

The EMSA was performed as described previously [46] with modification. The sense and antisence sequences of miR160 promoter (S3 Table) were synthesized and the sense sequence was 3’end-labeled with biotin. The promoter fragment synthesized has a G-box DNA-sequence motif (CACGTG), a variant of the canonical E-box motif (CANNTG) which was known to be the binding site of PIFs [32]. 

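The sense strand of the synthesized fragment that S3 Table lists for the miR160 promoter is AGACACGTGTAGAAATCTTCTAAACCC, a sequence of 27 nt. In the TAIR10.1 genome it has 1 exact match, on the plus strand of chromosome 4 from 15074533 to 15074559, and the G-box lies from 15074536 to 15074541. The genome sequence around it, with 30 bases on either side, reads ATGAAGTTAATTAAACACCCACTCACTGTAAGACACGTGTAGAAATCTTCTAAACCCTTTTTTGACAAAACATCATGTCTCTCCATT. The nearest miRNA gene downstream is MIR156b (AT4G30972, plus strand), annotated from 15074899 to 15075081. The match lies in a coding exon of AT4G30970 on the minus strand (15074529 to 15074588) and in an exon of the noncoding RNA gene AT4G30975 (15074425 to 15075398). Its first 16 bases are those of the sense primer that S3 Table gives for the miR156b promoter, whose ChIP fragment runs from 15074533 to 15074998. MIR160b (AT4G17788) lies on the plus strand of chromosome 4 from 9888982 to 9889070, and its ChIP fragment from 9888524 to 9888877. The sequences CACGTG and CANNTG each occur 0 times in that fragment. CACGTG also occurs 0 times in the 2000 bp upstream of the annotated precursors of MIR160a, MIR160b and MIR160c, where CANNTG occurs 10, 4 and 4 times. Upstream of MIR156b, the 2000 bp hold CACGTG 3 times. These places hold for the sequence as printed in S3 Table, and an error in the table rather than in the experiment would give the same match.

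**Figure D5:**
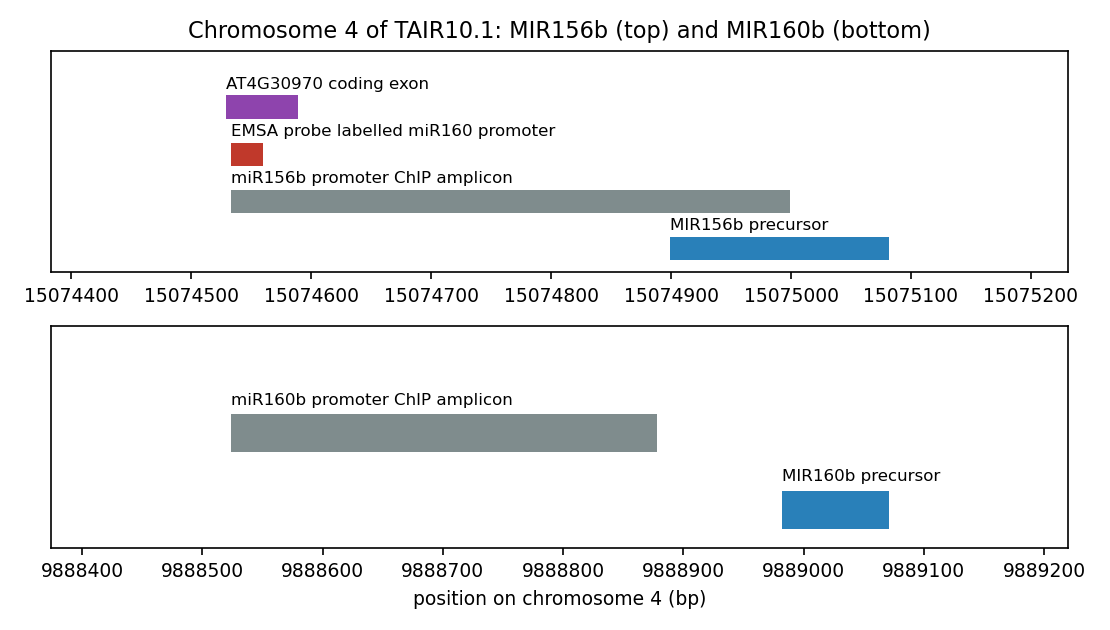
Positions in bp on chromosome 4 of TAIR10.1 of the EMSA fragment, the ChIP fragments and the annotated precursors of MIR156b (top) and MIR160b (bottom), drawn to scale. The EMSA fragment lies from 15074533 to 15074559, at the upstream end of the miR156b ChIP fragment.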

The single-strand DNAs were mixed, denatured at 95°C for 5 min, and slowly cooled to room temperature to form the double-strand DNAs. The unlabeled double-strand DNA with the same sequence was used as a competitor. Using Light Shift Chemiluminescent EMSA Kit (Thermo Pierce), EMSA assays were performed in 20 μl reaction buffer according to manufactory’s protocol. The mixtures were incubated on ice for 30 min and then fractioned on polyacrylamide gels in 1×TBE buffer for about 60 min. The gels were transferred to a nylon membrane (GE Healthcare) and then the biotin-labeled oligonucletides were detected by Chemiluminescence (Thermo Pierce).

### Histochemical GUS staining

GUS staining was performed according to the standard procedure [47] with a modified buffer (1mg/ml 5-bromo-4-chloro-3-indolyl-b-D-glucuronic acid cyclohexylammonium salt, 50 mM sodium phosphate, pH 7.0, 0.1% Triton X-100, 2 mM potassium ferrocyanide, 2 mM potassium ferricyanide, and 10 mM EDTA). Plant tissues were incubated in the buffer at 37°C in the dark overnight, and then cleared with 75% ethanol, followed by observation [21].

### Hypocotyl growth analyses

Light treatment of seedlings was performed as described [48] with some modifications. Seedlings of each line were grown on the same 100 mm Petri dish for each repeat. Seeds were sterilized by soaking for 5 min in 70% ethanol, followed by 5 min in 95% ethanol. The seeds were vernalizated for 3 days at 4°C in the dark. Plates were placed into white light for 3 h to induce germination and placed in a growth chamber at 21°C in darkness for 21 h before being transferred to the experimental light conditions. Seedlings were moved to red light (0.1, 0.5, 1 and 10 μmol s^-1^ m^-2^) and white light (10 μmol s^-1^ m^-2^) growth chambers (Percival Scientific Inc., Perry, Iowa, USA) at 21°C for 4 days, respectively. Dark control seedlings were kept in darkness. Hypocotyl lengths of at least 30 seedlings were measured after the light treatments.

### Small RNA gel blot

Small RNAs were isolated from seedlings of 4-day-old plants using *mir*Vana™miRNA Isolation Kit (Ambion, AM1561). Small RNA about three micrograms was fractionated on a 15% polyacrylamide gel containing 8M urea, and then transferred to a nylon transfer membrane (GE Healthcare). The antisense oligonucletides (S3 Table) were synthesized and 3’end-labeled as probes with biotin. Hybridization was performed overnight at 42°C in hybridization buffer (Ambion, AM8663). A probe complementary to U6 (5’CATCCTTGCGCAGGGG CCA 3’) was used as a loading control.

### Small RNA deep sequencing

RT-qPCR assays were performed as previously described [21]. Small RNAs were isolated from seedlings of 4-day-old plants using mirVana™miRNA Isolation Kit (Ambion, AM1561) and sequenced by Illumina Solexa high-throughput sequencing. The sequencing data for all known miRNAs were subjected to hierarchical clustering in an unsupervised manner to analyze the extent of differential miRNA expression [31].

## Supporting information

S1 Fig Characterization of *pPIF4*::*PIF4-HA/*Col, *p35S*::*PIF4-N/pif4-2* and *p35S*::*PIF4-C/pif4-2 Arabidopsis* transgenic lines. (A) The relative expression levels of *PIF4* in *pPIF4*::*PIF4-HA/*Col seedlings compared to *PIF4* in WT seedlings. (B) The relative expression levels of *PIF4-N* in *p35S*::*PIF4-N/pif4-2* seedlings compared to *PIF4* in WT seedlings. (C) The relative expression levels of *PIF4-C* in *p35S*::*PIF4-C/pif4-2* seedlings compared to *PIF4* in WT seedlings. Data are given as means ± SD. All the experiments have been performed for three biological replicates.
(TIF) Click here for additional data file.

S2 Fig Yeast transactivation activity assays show that the C terminal fragment of PIF4 activated transcription. GAL4-BD, GAL4 DNA-binding domain; GAL4-AD, GAL4 activation domain; NLS, Nuclear localization signal; MCS, multiple cloning site; CDS, coding sequence of PIF4; APB, active phytochrome binding motif; bHLH domain, basic helix-loop-helix domain.
(TIF) Click here for additional data file.

S3 Fig A biological replicate of the experiments related to Fig 2. (A) Anti-GFP western blots of *pPIF4*::*PIF4-YFP*/Col seedlings grown in continuous darkness for 4 d and then transferred to red light condition for 3 or 5 h. (B) Anti-DCL1 western blots of WT and *pif4-2* mutant seedlings grown in red light for 4 d followed by transferring to dark condition for 3 or 5 h (red light to dark), or grown in continuous darkness for 4 d followed by transferring to red light for 3 or 5 h (dark to red light). (C) Anti-DCL1 western blots of *p35S*::*PIF4-N*/*pif4-2*, *p35S*::*PIF4-C*/*pif4-2* seedlings grown in red light for 4 d and then transferred to dark condition for 3 and 5 h.
(TIF) Click here for additional data file.

S4 Fig A biological replicate of the experiments related to Fig 2. (A) Anti-GFP western blots of *pPIF4*::*PIF4-YFP*/Col seedlings grown in continuous darkness for 4 d and then transferred to red light condition for 3 or 5 h. (B) Anti-DCL1 western blots of WT and *pif4-2* mutant seedlings grown in red light for 4 d followed by transferring to dark condition for 3 or 5 h (red light to dark), or grown in continuous darkness for 4 d followed by transferring to red light for 3 or 5 h (dark to red light). (C) Anti-DCL1 western blots of *p35S*::*PIF4-N*/*pif4-2*, *p35S*::*PIF4-C*/*pif4-2* seedlings grown in red light for 4 d and then transferred to dark condition for 3 and 5 h.
(TIF) Click here for additional data file.

S5 Fig Anti-GFP Western blots of *pDCL1*::*DCL1*-YFP transgenic line grown in continuous darkness for 4 d and then transferred to red light condition for 2, 4, 6, 8 h. All the western blots have been performed for three biological replicates.
(TIF) Click here for additional data file.

S6 Fig HYL1 is destabilized by PIF4 during dark to red light transition. Anti-HYL1 western blots of WT and *pif4-2* mutant seedlings grown in red light for 4 d followed by transferring to dark condition for 3 or 5 h (red light to dark), or grown in continuous darkness for 4 d followed by transferring to red light for 3 or 5 h (dark to red light). All the experiments have been performed for three biological replicates with similar results.
(TIF) Click here for additional data file.

S7 Fig The transcript levels of *DCL1* and *HYL1* in *pif4-2* mutant compared to those in WT. (A) The *DCL1* transcript levels were examined by real-time PCR in WT, *pif4-2* grown under red light. (B) The *HYL1* transcript levels were examined by real-time PCR in WT, *pif4-2* grown under red light. Four-day-old dark-grown seedlings were illuminated with red light for 0, 1, 2, 3, 4, 5, 6, 8 h before tissues were collected for RNA extraction. Data are given as means ± SD. All the experiments have been performed for three biological replicates.
(TIF) Click here for additional data file.

S8 Fig Heat map of miRNA differential expression in WT seedlings treated with red light compared to WT seedlings in dark. Four-day of dark grown seedlings were illuminated with red light for 2h and 8h before tissues were collected for RNA extraction. Small RNAs were isolated and sequenced by Solexa high-throughput sequencing.
(TIF) Click here for additional data file.

S9 Fig MiRNAs differentially expressed between WT and *pif4-2* or WT and *hyl1-2* mutant. (A) Comparison of miRNAs differentially expressed between WT and *pif4-2* mutant. (B) Comparison of miRNAs differentially expressed between WT and *hyl1-2* mutant. The seedlings were illuminated with red light for 4-days before tissues were collected for RNA extraction. Small RNAs were isolated and sequenced by Solexa high-throughput sequencing.
(TIF) Click here for additional data file.

S10 Fig DNA EMSAs show the interaction between PIF4 and the promoter of miR160b. Each lane was added 1 nM of labeled fragment of miR160b promoter and purified recombinant proteins indicated, including PIF4-MBP or MBP. Unlabeled fragment of miR160b promoter was used as a competitive probe (lane 8). All the experiments have been performed for three biological replicates with similar results.
(TIF) Click here for additional data file.

S11 Fig Hypocotyl growths of indicated seedlings grown in dark. (A) Visual phenotypes of indicated seedlings grown in dark. (B) The hypocotyl lengths of seedlings in (A). Data are means ± SEM of 30 plants. All the experiments have been performed for three biological replicates.
(TIF) Click here for additional data file.

S12 Fig Phenotypes of *DCL1* and *HYL1* mutants and overexpression lines. (A) Visual phenotypes of indicated seedlings grown under white light. (B) The hypocotyl lengths of seedlings in (A). Data are means ± SEM of 30 plants. All the experiments have been performed for three biological replicates.
(TIF) Click here for additional data file.

S13 Fig The relative expression levels of *DCL1* in *p35S*::*DCL1-YFP*, *HYL1* in *p35S*::*HYL1-YFP*, and *FIF4* in *p35S*::*PIF4-YFP* seedlings compared to the corresponding gene in WT seedlings. Data are given as means ± SD. All the experiments have been performed for three biological replicates.
(TIF) Click here for additional data file.

S1 Table The different expression levels of miRNAs between WT and *pif4*. (XLSX) Click here for additional data file.

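S1 Table gives for each miRNA its reads in WT and *pif4*, the RPM, the log2 ratio and a p-value, and marks some of the miRNAs with asterisks. The authors' deposited table holds the same marks. It marks 22 miRNAs, of which 21 are lower and 1 is higher in *pif4-2*, and every marked miRNA has a fold change of at least 2.02. The marks match a change of at least 2-fold with a p-value under 0.05 for all names listed, and the double mark, given to 16 miRNAs, matches a p-value under 0.01. At least 2-fold changes without a mark were those of miR5999 (18 and 10 reads, p-value 0.0638 in the authors' deposited table) and miR837-5p (6 and 17 reads, p-value 0.0508), which were named after their values were seen. The test behind the p-value is not named in the paper's text or in the table, and with 1 library per genotype it compares the reads of these libraries rather than the genotypes.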

S2 Table The different expression levels of miRNAs between WT and *hyl1-2*. (XLSX) Click here for additional data file.

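For *hyl1-2* the authors' deposited table marks 158 miRNAs, 155 lower and 3 higher, by the same criteria, and leaves 14 miRNAs with a p-value under 0.05 unmarked. A count of 0 was written as 0.01 RPM by the authors, so that the log2 ratios of such miRNAs in the table depend on that value. Set to the floor of 3 reads, a count of 0 in *hyl1-2* corresponds to 0.274 RPM.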

S3 Table Oligonucleotide primer sequences used in this study. (XLSX) Click here for additional data file.

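The primers and probes were placed on the TAIR10.1 genome by exact matches of the sequences as listed, which cannot tell an error in the table from the use of another sequence. Of the 15 primer pairs listed for pri-miRNAs, 11 bracket or lie inside the miRNA gene of their label. The pair listed for pri-mi156a lies on chromosome 5 from 3456370 to 3456868, around MIR156d, and that for pri-mi156b on chromosome 5 from 3867055 to 3867451, around MIR156e. The pair for pri-mi172a lies on chromosome 5 from 1188297 to 1188375, at MIR172b, and 1 pair, that for pri-mi171a, had no pair of exact matches. The ChIP fragments of miR156b, miR167b and miR171a reach into the annotated precursor from its upstream side. The fragment of miR159a lies on chromosome 1 from 27712832 to 27713254, whereas the precursor of MIR159a is annotated on the minus strand from 27713233 to 27713416, so that the fragment covers its 3′ end and the sequence after it. The oligonucleotide listed as the miR171 probe, AGAACGGTGTTGTTCGATTG, matches the minus strand of chromosome 1 from 3961385 to 3961404, which is the strand of MIR171b, and overlaps the annotated miR171b-3p by 3 nt.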

How the deposited data were processed for this re-analysis (not part of the article)

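Small RNAs of *Arabidopsis* seedlings were measured in 6 libraries by the sample labels, 1 for each condition. These were WT, *pif4-2* and *hyl1-2* in red light, and WT in darkness, after 2 h and after 8 h of red light. The authors removed the adaptors with their own Perl scripts and mapped the reads to the hairpins of miRBase version 15.0 with Bowtie, whose version is not stated. The deposited count of a miRNA is the number of reads that the authors assigned to its name. Names with the same mature sequence do not always carry the same count, as miR160a, miR160b and miR160c have 255, 76 and 258 reads in the dark column of the 2 h table, and how reads were divided among them is not stated. The deposited signal, called RPM here, is the count scaled by the authors to 1000000 total reads of the library, with 0.01 written for a count of 0. The authors also deposited the log2 ratio of the RPM of both libraries and a p-value, which they made from the same counts by a test that is not named. What the total reads include is not stated. The deposited tables hold 338 miRNA names for the mutants and 336 for red light, and the tables of ratios list the names with at least 1 RPM in at least 1 of the 2 libraries. Each of the 4 comparisons was made within its own table. The tables hold 7 columns of counts with different totals, of which 2 are dark columns of the red light tables, and whether these come from 1 library or from 2 is not stated. The 2 h and 8 h comparisons, which were planned with a shared control, thus do not share it.

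Tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The change of each miRNA was the ratio of RPM, computed from the counts and the total reads, with an exact 95% interval from the Clopper-Pearson limits of the share of reads in the numerator library. With 1 labelled library per condition and only the dark columns to set side by side, no replicate error was estimated, and no p-value of a difference between conditions was computed. A count of 0 was replaced by a floor of 3 reads to give a bound, and no ratio was given where both counts were 3 or lower. The floor amounts to between 0.210 and 0.280 RPM. The median listed miRNA had between 118 and 161.5 reads, except in *hyl1-2*, where it had 27. A miRNA was counted as changed by the size of its ratio alone, at 1.5-fold for *pif4-2* as in the text of the paper, and at 2-fold for all comparisons as in its heat maps.

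The miRNAs named are all those that the paper names for these libraries. To these were added, for each comparison, up to 5 largest rises and 5 largest falls among miRNAs that changed at least 2-fold, had at least 50 reads in a library and had an interval that left out a ratio of 1. Names with identical counts were taken as 1 miRNA for this rule. The alternatives were TMM factors (edgeR 4.0.16), median-of-ratios size factors (DESeq2 1.42.0, both in R 4.3.3), the reads on listed miRNAs in place of total reads, at least 50 reads in a library, no filter on RPM, identical counts taken once, families represented by the member with the most reads, intervals that leave out 1, a deposited p-value under 0.05, the other fold threshold, and a pseudocount of 1 read. In the reads on listed miRNAs, names with identical counts were taken once and all other names were summed, so that a read can enter for more than 1 name, and in WT the sum came to 19854854 against 10715159 total reads. Scaling to the reads on families, each counted once through its member with the most reads, the other dark column as the control, and a 2-fold change with a deposited p-value under 0.05, were added after the data were seen.

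The calculations were tested on simulated data with 40 changed miRNAs in each comparison, 20 by 2-fold and 20 by 4-fold. Counts were drawn for each name with counting error only. The numbers of unchanged miRNAs that passed thus leave out variation between libraries, and the dark columns differed at least 2-fold with such an interval for 9 miRNAs. In the simulations, intervals held the true ratio for between 94.0 and 96.8% of the miRNAs. Changes of 4-fold were found, at 1.5-fold with an interval that left out 1, for between 95 and 100% of the miRNAs, and changes of 2-fold for between 70 and 90%. By size alone, between 5 and 9 unchanged miRNAs passed 1.5-fold in a comparison. With an interval that left out 1 as well, 0 passed 1.5-fold in the simulated *pif4-2* comparison, 3 in *hyl1-2*, 3 at 2 h and 2 at 8 h of red light. At 2-fold with an interval that left out 1, 2 unchanged miRNAs passed in the simulated *hyl1-2* comparison and 0 in each of the others. A simulated shift of 0.3 was found as 0.30 by both TMM and median-of-ratios factors. Lists of miRNAs were compared with 10000 random lists matched on expression in 10 bins, and counting error was simulated 1000 times. Primers and probes of S3 Table were placed by exact matches on the TAIR10.1 genome. All per-sample columns of the tables were used. Protein, blot, qRT-PCR, ChIP and phenotype measurements of the paper were not analysed here.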

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

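The tests in this part were all chosen after the results they concern were seen.

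For 11 miRNA names the change in red light had opposite directions at 2 h and at 8 h, each at least 1.5-fold with an interval that left out a ratio of 1. The log2 ratio at 2 h minus that at 8 h was 6.22 for miR394a, 6.11 for miR394b, 4.05 for miR160b, 2.20 for miR160a, 2.17 for miR160c, -1.65 for miR5023 and -1.99 for each of miR854a to miR854e, which share their reads. The differences were not tested as an interaction, since each time point of red light has 1 library. In 1000 simulations with equal changes at both time points, counting error gave opposite directions for at most 1 miRNA.

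The time points were compared with different dark columns. For miR160a, miR160b, miR160c, miR394a and miR394b the median log2 ratio of the dark column of the 8 h table over that of the 2 h table was 2.80. With either dark column as the control of both time points, 0 of these 5 miRNAs had opposite directions with both intervals leaving out 1. The signs alone still differed for miR160a, miR160b and miR160c over the dark column of the 8 h table, where the log2 ratios at 2 h were 0.06, 0.18 and 0.06 with intervals that included 1. For miR5023 the log2 ratio between the dark columns was -0.76, and with either column the interval of 1 of the time points included 1. A difference between the dark columns is thus a candidate explanation for the opposite directions of these 6 names. For miR854a to miR854e the dark columns differed by only -0.13, and all 5 names had opposite directions with both intervals leaving out 1 with either column. Over the dark column of the 2 h table their log2 ratio at 8 h was 0.53, which is below 1.5-fold. Without a dark column, the log2 ratio of red light at 8 h over red light at 2 h was -1.93 for miR394a, -1.97 for miR394b, -1.25 for miR160b, -0.69 for miR160a, -0.68 for miR160c, 0.88 for miR5023 and 1.86 for each of miR854a to miR854e, all with intervals that left out 1. The red light libraries thus differed at these names too, and a response that changes between the time points could not be separated from variation between libraries with 1 red light library at each time point.

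The dark columns of the 2 tables were flagged because the paper does not compare them and the labels list 1 dark sample. Whether they come from 1 library or from 2 is not stated. They differed at least 2-fold, with an interval that left out 1, for 9 of 181 miRNAs, of which 8 were higher in the 8 h table. These were miR160a, miR160b, miR160c, miR172e, miR319a, miR319b, miR394a and miR394b, and miR779.2 was lower, all named after their values were seen. Counting error gave at most 5 such miRNAs, and a median of 1, in 1000 simulated pairs of unchanged libraries. Low reads do not account for them, because 7 of the 9 had at least 50 reads in a column. The deposited names of the columns add 2 h and 8 h to dark, and whether these mark different times in darkness is not stated. No biological explanation was tested.

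miR163, which the paper does not discuss and which was named after its values were seen, had 2 reads in the dark and 41 reads after 8 h of red light. The log2 ratio was 4.19, with an interval whose lower end of 2.25 argues against counting error. Over the dark column of the 2 h table, with 5 reads, the lower end was 1.80, which argues against a difference that only 1 of the dark columns shows. A response to 8 h of red light is a possible explanation that was not tested further, and a difference of the 8 h library from others of its condition could not be measured with 1 library.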

How the results depend on the processing

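The other dark column, the 2-fold change with a deposited p-value, and scaling to the reads on families counted once were chosen after the data were seen, and all other alternatives were set before the data were examined. No paired analysis was possible because the labels give each condition 1 library. Where no reason is given, the cause was not tested.

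In *pif4-2*, more miRNAs were at least 2-fold lower than higher under every alternative that kept this threshold, with between 9 and 34 lower and between 0 and 11 higher. More were at least 1.5-fold lower than higher except with TMM scaling. In *hyl1-2* the share of miRNAs with a ratio below 1 stayed between 50.3 and 96.5% except with scaling to the reads on listed miRNAs or on families. Among named miRNAs, the log2 ratio of miR160b in *pif4-2* stayed between -1.16 and -0.84 and that of miR397a between -2.09 and -1.77. The miRNAs that the paper names were followed in all comparisons, and those added by the naming rule only in the comparison that added them. Family members of identical counts were taken once. Also followed in *pif4-2* were miR159b, miR397b, miR408 and miR857, named after their values were seen. Of 675 values of these miRNAs under the scalings and the pseudocount, 348 stayed within their interval, 256 moved out of it, and 71 with an interval that left out 1 changed sign. The pseudocount of 1 read changed 0 of them. Of the other values, 88 stayed within 1.5 times or within their interval, 77 moved further and 7 changed direction.

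The scalings move every ratio of a comparison by the same amount. TMM and median-of-ratios factors centre the listed miRNAs, whereas the reads on listed miRNAs or on families are sums that the miRNAs with the most reads dominate. In the former sum a read can enter for more than 1 name. All of them largely remove a fall that most miRNAs share, so in *hyl1-2* they cannot show whether miRNAs fell together. With TMM scaling, *pif4-2* had 27 miRNAs lower and 29 higher at 1.5-fold, 9 lower and 7 higher at 2-fold, and 40.2% with a ratio below 1. With median-of-ratios scaling these were 30 and 21, 10 and 4, and 50.3%. With the reads on listed miRNAs they were 29 and 24, 9 and 4, and 46.0%, and with the reads on families 30 and 23, 10 and 4, and 48.7%. In *hyl1-2*, 71 were lower and 35 higher at 2-fold with TMM scaling (63.8% below 1), 43 and 50 with median-of-ratios scaling (50.3%), 36 and 57 with the reads on listed miRNAs (43.6%), and 39 and 51 with the reads on families (48.6%). After 2 h of red light, TMM scaling gave 6 lower miRNAs at 2-fold and 41.8% below 1, and median-of-ratios scaling gave 50.0%. After 8 h, scaling to the reads on listed miRNAs gave 26.3% below 1 and scaling to the reads on families 27.4%.

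Those that changed sign in *pif4-2* were miR156a and miR156b (0.034 and 0.034 with TMM), miR165a (0.14 with TMM, 0.044 with median of ratios, 0.085 with the reads on listed miRNAs, 0.056 with those on families), miR165b (0.14, 0.043, 0.084 and 0.055), miR167a (0.22, 0.12, 0.16 and 0.14) and miR167b (0.22, 0.12, 0.16 and 0.13). In *hyl1-2* they were miR160a (0.44 with median of ratios and 0.61 with the reads on listed miRNAs, 0.50 with those on families), miR160c (0.43, 0.60 and 0.49), miR172a (0.44, 0.61 and 0.50), miR167c (0.16 with the reads on listed miRNAs and 0.050 with those on families) and miR171a (0.0063 with the reads on listed miRNAs). Under TMM, median of ratios, the reads on listed miRNAs and those on families, in this order, so did miR166a (0.070, 0.75, 0.92 and 0.82), miR166f (0.089, 0.77, 0.94 and 0.83), miR167a (0.036, 0.72, 0.89 and 0.78), miR167b (0.035, 0.72, 0.89 and 0.78), miR167d (0.18, 0.86, 1.03 and 0.93), and miR168a and miR168b (2.18, 2.86, 3.03 and 2.92 for each). With the reads on families miR171a stayed negative at -0.10, so its change of sign rests on the sum in which reads enter for several names. After 2 h of red light, miR157a and miR157c became 0.16 and 0.16 with TMM and 0.073 and 0.074 with median of ratios, and miR172a became 0.035 with TMM. After 8 h, miR166a and miR166f became 0.067 and 0.069 with the reads on listed miRNAs and 0.038 and 0.040 with those on families, and miR167a and miR167b became 0.095 and 0.095 with the reads on listed miRNAs, and 0.065 and 0.066.

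Alternatives that enter fewer or more names change the counts by construction. With at least 50 reads, *pif4-2* had 31 lower and 2 higher at 1.5-fold and 12 and 0 at 2-fold among 138 miRNAs. At 2-fold, 6 were lower and 8 higher after 2 h, and 3 and 2 after 8 h. Without a filter on RPM, *pif4-2* had 18 higher at 1.5-fold and 34 lower and 11 higher at 2-fold among 278 miRNAs, *hyl1-2* had 5 higher, 19 were lower after 2 h, and 11 were lower and 15 higher after 8 h. With 1 member per family, *pif4-2* had 25 lower and 5 higher at 1.5-fold and 12 and 0 at 2-fold among 100 families, *hyl1-2* had 83 lower, and red light gave 5 and 5 at 2 h and 3 and 5 at 8 h. Taking identical counts once left 6 lower after 2 h.

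With intervals that leave out 1, *pif4-2* had 3 higher at 1.5-fold and 1 at 2-fold, and 85.1% were below 1, against 71.8% after 2 h of red light. With a deposited p-value under 0.05 these were 3, 1, 85.4% and 72.1%. The other fold threshold gave, for *pif4-2*, 22 lower and 2 higher in place of the 1.5-fold counts and 50 and 8 in place of the 2-fold counts. At 1.5-fold, 23 were lower after 2 h, and 12 were lower and 24 higher after 8 h. A 2-fold change with a deposited p-value under 0.05 gave 21 lower and 1 higher in *pif4-2*. With the other dark column, 1 was higher at 2-fold and 54.1% were below 1 after 2 h, and 2 were lower, 14 were higher and 52.4% were below 1 after 8 h.

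Depth limits the miRNAs with few reads. Of the miRNAs that changed at least 1.5-fold in *pif4-2*, 25 had under 50 reads in both libraries.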

Differences from the paper's values

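No test in this part was chosen after seeing the values, except the alternative named as such.

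The paper gives 22 miRNAs with at least 1.5-fold changes in *pif4-2*, and 58 were found. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with at least 50 reads (33), with 1 member per family (30) and at 2-fold (24). It did not with TMM (56), median-of-ratios (51) or listed-miRNA scaling (53), without a filter (81), with identical counts once (48), with intervals that leave out 1 (46), with a deposited p-value under 0.05 (48) or with a pseudocount (57). For lower miRNAs the paper's value is 21, against 50. It was within 1.5 times with TMM (27), median-of-ratios (30) and listed-miRNA scaling (29), with at least 50 reads (31), with 1 member per family (25) and at 2-fold (22). It was not without a filter (63), with identical counts once (40), with intervals (43), with the deposited p-value (45) or with a pseudocount (50).

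For higher miRNAs the paper's value is 1, against 8. Of the same alternatives 0 came within 1.5 times, with 29, 21 and 24 for the TMM, median-of-ratios and listed-miRNA scalings, 2 with at least 50 reads, 18 without a filter, 8 with identical counts once, 5 with 1 member per family, 3 with intervals, 3 with the deposited p-value, 2 at 2-fold and 7 with a pseudocount. The paper's share of higher miRNAs is 4.5%, against 13.8%. It was within 1.5 times with at least 50 reads (6.06%), intervals (6.52%) and the deposited p-value (6.25%). It was not with the scalings (51.8, 41.2 and 45.3%), without a filter (22.2%), with identical counts once (16.7%), with 1 member per family (16.7%), at 2-fold (8.33%) or with a pseudocount (12.3%). A 2-fold change with a deposited p-value under 0.05, chosen after seeing the values, gave 22 miRNAs, 21 lower and 1 higher, and 4.55% higher.

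The paper says that most miRNAs decrease in red light. After 2 h, 114 of 182 miRNAs had a ratio below 1, whereas after 8 h 82 of 186 had. The paper describes the mature miRNAs of the pri-miRNAs it measured as different in *pif4*, and counts 14 of them, whereas Fig 5A shows 15. Of these 15 names, which are not independent, 3 changed at least 1.5-fold, 12 had a ratio below 1, and the interval included 1 for 2.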

Other observations

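The tests in this part were chosen after the results were seen, except those on whether the miRNAs changed in *pif4-2* vary between libraries, whether the same miRNAs respond to *pif4-2* and to red light, and the correlation of comparisons with a shared control.

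More miRNAs were lower than higher in *pif4-2*. With median-of-ratios scaling 58.8% of the miRNAs changed at least 1.5-fold were lower, against 86.2% with total reads, but this scaling centres the listed miRNAs and evens the balance whatever the cause. A fall of miRNAs in the seedlings and an effect of scaling to total reads cannot be told apart, because reads outside the miRNAs, on which a scale could be set, were not used here. Counting error was not the cause, as 93.5% were lower among those whose interval left out 1. Nor did miR156 take up reads at the cost of the others, because it took 23.4% of the total reads in *pif4-2* against 28.6% in WT.

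The miRNAs at least 2-fold changed in *pif4-2* could be those that vary in any pair of libraries. For 21 such miRNAs the median size of the log2 difference between the dark columns was 0.32, at percentile 55.9 of 10000 random lists matched on expression. An effect of the genotype and such variation cannot be told apart for these miRNAs, because WT and *pif4-2* have 1 library each.

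Changes in *pif4-2* and in red light were compared across miRNAs. Spearman's rho was -0.06 with 2 h of red light and 0.18 with 8 h, where a shared response through the loss of PIF4 would be expected to give a clear correlation at both. With the ratio of the dark columns it was 0.032. Between *pif4-2* and *hyl1-2*, which share the WT library, rho was 0.06. Simulated pairs of unchanged libraries with a shared control gave a median of 0.46 (0.29 to 0.59) with Poisson counts and 0.48 (0.36 to 0.60) with an added spread. Most miRNAs changed at least 2-fold in *hyl1-2*, unlike in the simulation, so the observed 0.06 cannot be judged against these values.

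With names of identical counts taken once, 26 miRNAs were not at least 2-fold lower in *hyl1-2*, of which 3 were at least 2-fold higher, and 18 of the 26 carry miRBase numbers over 5000. The 38 miRNAs with such numbers had a median log2 ratio of -1.79, against -3.09 for the others. These numbers were singled out from the same ratios, so the medians are a description and no explanation was tested. miR168a (59742 and 57221 reads) was also less than 2-fold changed with total reads. It was higher in *hyl1-2* under the other scalings, which set it against the other miRNAs.

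miR397a, miR397b and miR857, known as copper-responsive, were lower in *pif4-2*, with log2 ratios of -2.09, -1.19 and -1.04. The miRNAs of this group were named after the values were seen. miR408 of the same group had a log2 ratio of -0.76, and of -0.54 with median-of-ratios scaling. miR398b and miR398c, which share their reads, had -0.74 with an interval from -1.55 to 0.05. A shared change of the group is a candidate explanation, and copper in the medium was not measured.

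The Discussion of the paper mentions diurnal miRNAs. After 2 h of red light miR168a and miR168b both had a ratio below 1 (-0.33 for the lower), and after 8 h both were above 1 (0.33). Over the dark column of the 2 h table miR168a had -0.32 at 2 h and 0.04 at 8 h, and over that of the 8 h table -0.04 and 0.33. The signs of miR168a thus stayed opposite with either column, while the size of each change depended on the column. For miR167a the values were -0.27 and -0.35 over the dark column of the 2 h table, and 0.05 and -0.03 over the other. Ratios of the 4 listed members of miR167 lay between -0.41 and -0.06 at 2 h, with miR167d turned positive by TMM and median-of-ratios scaling. At 8 h they lay between -0.34 and 0.10, with miR167a and miR167b turned positive by scaling to the reads on listed miRNAs or on families. The 3 members of miR171 lay between -0.47 and 0.47 at 2 h and between 0.24 and 0.38 at 8 h.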
